# Transcriptome Analysis of the Zebrafish Model of Diamond-Blackfan Anemia from RPS19 Deficiency via p53-Dependent and -Independent Pathways

**DOI:** 10.1371/journal.pone.0071782

**Published:** 2013-08-19

**Authors:** Qiong Jia, Qian Zhang, Zhaojun Zhang, Yaqin Wang, Wanguang Zhang, Yang Zhou, Yang Wan, Tao Cheng, Xiaofan Zhu, Xiangdong Fang, Weiping Yuan, Haibo Jia

## Abstract

Diamond-Blackfan anemia (DBA) is a rare inherited bone marrow failure syndrome that is characterized by pure red-cell aplasia and associated physical deformities. It has been proven that defects of ribosomal proteins can lead to this disease and that RPS19 is the most frequently mutated gene in DBA patients. Previous studies suggest that p53-dependent genes and pathways play important roles in RPS19-deficient embryos. However, whether there are other vital factors linked to DBA has not been fully clarified. In this study, we compared the whole genome RNA-Seq data of zebrafish embryos injected with RPS19 morpholino (RPS19 MO), RPS19 and p53 morpholino simultaneously (RPS19+p53 MO) and control morpholino (control). We found that genes enriched in the functions of hematological systems, nervous system development and skeletal and muscular disorders had significant differential expression in RPS19 MO embryos compared with controls. Co-inhibition of p53 partially alleviates the abnormalities for RPS19-deficient embryos. However, the hematopoietic genes, which were down-regulated significantly in RPS19 MO embryos, were not completely recovered by the co-inhibition of p53. Furthermore, we identified the genome-wide p53-dependent and -independent genes and pathways. These results indicate that not only p53 family members but also other factors have important impacts on RPS19-deficient embryos. The detection of potential pathogenic genes and pathways provides us a new paradigm for future research on DBA, which is a systematic and complex hereditary disease.

## Introduction

Diamond-Blackfan anemia (DBA) is a congenital anemia and broad developmental disease that develops soon after birth. The anemia results from a failure of erythropoiesis, with normal platelet and myeloid lineages, and it can be managed with steroids, blood transfusions, or stem cell transplantation [1]. DBA is the first known inherited disease that results from a defect in a structural ribosomal protein [2]. In humans, mutations in an increasing number of genes encoding RPs of the small (RPS19, RPS24, RPS17, RPS7, RPS10, RPS26) and large (RPL35A, RPL5, RPL11) ribosomal subunits have been shown to cause DBA. Moreover, RPS19 is the most frequently mutated ribosomal protein gene, which accounts for approximately 25% of DBA patients [3]. However, how the ribosomal protein mutations specifically affect hematopoiesis is still unclear.

The zebrafish (Danio rerio) is an excellent model organism for such studies because of its embryo transparency, high fecundity and fast development of organogenesis. It is notable that many of the key molecular players and events that drive organogenesis in zebrafish are evolutionarily and functionally conserved with other organisms, including mammalians [4]. Several groups have previously used zebrafish for modeling ribosomal protein knockdown in the embryo with morpholino technology or generating ribosomal protein mutants [5]. Recent studies have suggested that p53-mediated cell cycle arrest and/or apoptosis in erythroid cells could be the major factors in DBA development [3], [5], [6], [7]. For example, regarding the RPL11 mutant in zebrafish, Danilova et al propose that the unique phenotype of DBA is the sum of several abnormally regulated molecular pathways mediated by the p53 protein family and p53-independent synergistic impacts on hematological and other cellular pathways affected in DBA [6]. In RPS7-deficient zebrafish embryos, p53 was activated, and its downstream target genes and biological events were induced, including apoptosis and cell cycle arrest. Furthermore, simultaneous knockdown of the p53 protein could partially reverse the abnormal phenotype of the morphants [3]. In the RPS29 mutant, genes that are up-regulated are enriched with genes that are up-regulated by p53 after irradiation and the p53 knockdown almost completely rescues the RPS29 morphological and hematopoietic phenotypes, demonstrating that p53 mediates the effects of rps29 knockdown [5]. Knockdown of two other RP genes, RPS3A and RPL36A, result in severe morphological abnormalities with mild erythroid defects and elicited an activated p53 response. For the RPS19-deficient zebrafish, its phenotype is mediated by dysregulation of deltaNp63 and p53, and suppression of p53 and deltaNp63 alleviates the RPS19-deficient phenotypes [8]. At the same time, co-inhibition of p53 activity rescued the morphological abnormalities but did not alleviate erythroid aplasia in RPS19-deficient zebrafish. Hence, both the p53-independent and p53-dependent pathways could be responsible for the defective erythropoiesis in the zebrafish model of Diamond-Blackfan Anemia because of RPS19 deficiency [7].

In this study, we observed the hemoglobin synthesis defect at 48 hpf in RPS19 knockdown zebrafish embryos, and this defect can only be partially reversed by co-inhibition of p53 activity. To investigate the underlying regulatory mechanisms, we generated three types of zebrafish morphants by MO microinjection, including control morphants (control), RPS19 morphants (RPS19 MO), and RPS19 and p53 morphants (RPS19+p53 MO), and we performed transcriptome analysis of all of the pairs using the RNA-Seq technique. We found significant differentially expressed genes in RPS19 MO and RPS19+p53 MO compared with the controls. These genes are associated with the functions of cell cycle, hematological system and nervous system development and the skeletal and muscular disorders. Additionally, we determined the genome-wide p53-dependent and -independent genes and pathways. Our results demonstrated that members of the p53 network as well as other partners exert important impacts on RPS19-deficient embryos. The detection of potential pathogenic genes and pathways in this study will provide a new research paradigm for the study of DBA.

## Results

### Zebrafish Phenotypes of RPS19-deficient and Co-inhibition of p53 Activity using MO

Developmental defects are found in approximately 40% of DBA patients with mutations in RPS19. Zebrafish RPS19 is approximately 87.7% identical to the human homolog. As previously demonstrated, the RPS19 deficiency in zebrafish results in hematopoietic and developmental abnormalities that resemble DBA. The embryos injected with control MO did not display any morphological changes. RPS19 morphants showed an obvious ventrally bent tail and a reduction in the circulating blood cells compared with the control embryos. At 48 hpf, the hemoglobin staining results showed that hemoglobin-stained blood cells in the heart region were markedly decreased in RPS MO, which is partially rescued in RPS19+p53 MO (Fig. 1). Further *in situ* results showed that the gata1 expression level are comparable in control Mo, RPS MO and RPS19+p53 MO (Fig. S1), which is consistent with previous results [8]. In addition, we used HSCs and definitive hematopoiesis markers cmyb and runx1 to examine the expression after RPS19 morpholino (2 ng) injection or Rps19 (mo) and P53 (mo) co-injection. We did not find significant changes of the expression of cmyb and runx1 (Fig. S1), indicating the divergent functions of RPS19 and RPL22 in hematopoiesis [9]. The effectiveness of translational inhibition by RPS19 MO was confirmed by examining green fluorescent fusion protein under fluorescence microscopy (Fig. 1).

**Figure 1:**
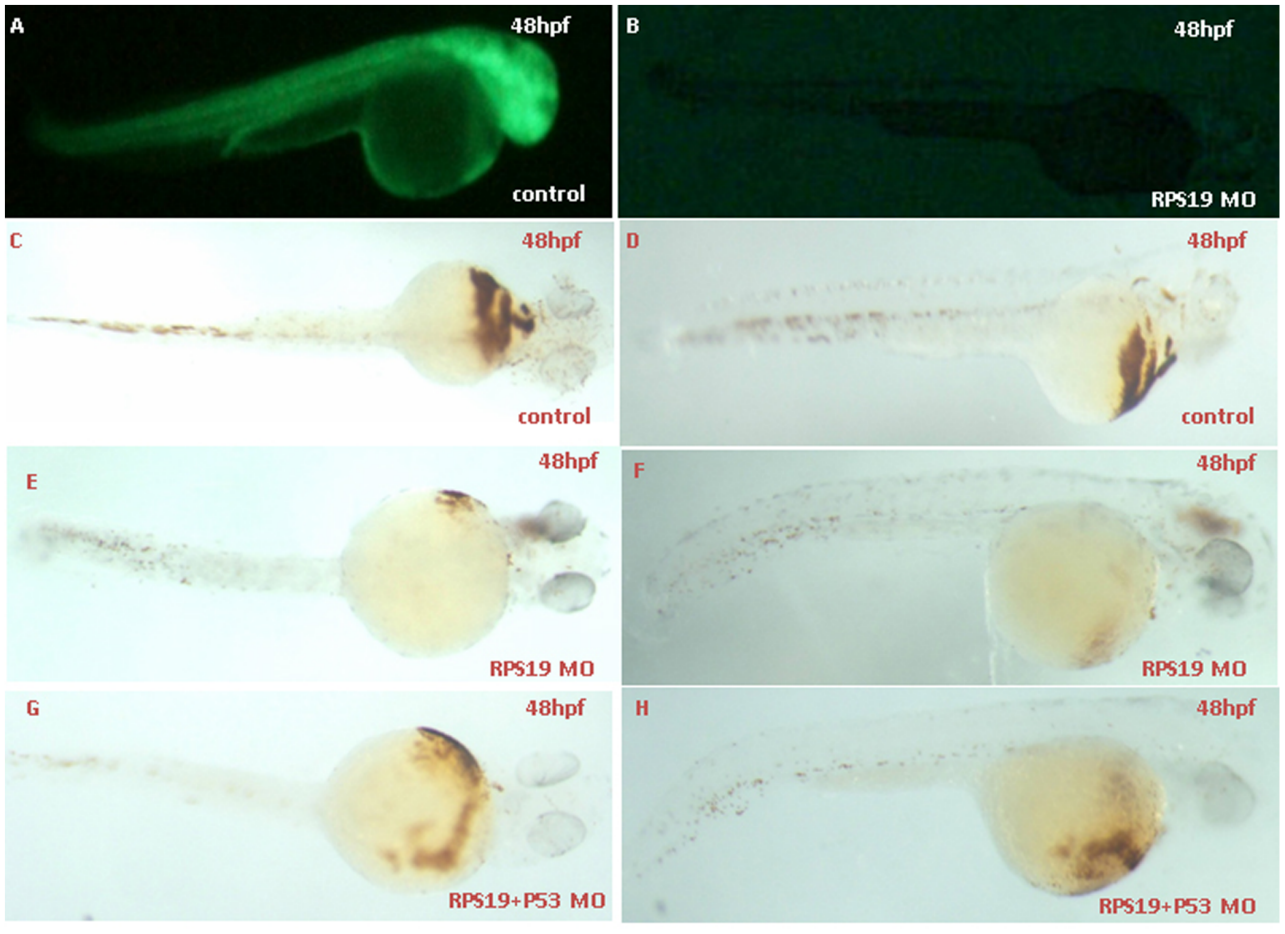
Effectiveness of RPS19 morpholinos and hemoglobin staining of embryos coinjected with Rps19 mRNA and P53 MO using o-dianisidine. The Rps19:egfp construct was made by inserting a partial sequence of Rps19 cDNA (containing 60 bps from the 5′ UTR ) with the N-terminus of egfp into modified pEGFP-N1 (the ATG codon of EGFP was removed). The sequence of RPS19 MO1 is a compliment of bp 1–24 of Rps19 cDNA. Embryos co-injected with 25 ng Rps19:egfp DNA and 5 ng control MO produced green fluorescent fusion protein (A), and expression of the fusion protein was inhibited by co-injection with 2 ng Rps19 Mo (B). O-staining results show a drastic reduction in the number of hemoglobin-stained blood cells when Rps19 is knockdown (C and D are the control, E and F are Rps19 knockdown) and partially reversed by co-injection of P53 morpholino (G and H). A, B, D, F and H are the lateral view; C, E and G are the ventral view.

### Transcriptome Profile Analysis

As previously demonstrated, the RPS19 deficiency in zebrafish results in hematopoietic and developmental abnormalities that resemble DBA. To determine the effect of RPS19 MO on the whole transcriptome and to delineate the function of p53 in RPS19-deficient embryos, we analyzed the transcript profiles using RNA-Seq. 

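Control morpholino, RPS19 MO and RPS19+p53 MO embryos were each represented by 1 mRNA-Seq library (n = 1, no replicates), made from RNA of 40 to 50 embryos pooled at 48 hpf. A morpholino is an antisense oligomer that blocks translation of its target mRNA. The paper gives the dose as 2 ng per embryo, and the sample labels give a range of 2 to 5 ng. The authors aligned the reads to the zebrafish genome Zv9 (danRer7) with TopHat and estimated the abundance of each gene with Cufflinks as FPKM, the fragments per kilobase of transcript and per 1e+06 mapped fragments. The files analysed here hold, for each of 14417 genes, the FPKM in each library with a lower and an upper confidence bound. They hold no read counts, so the number of fragments behind a gene is not known. The bounds lie symmetrically around the FPKM and are cut at 0, and the distance to the upper bound was read as 2 SD. That reading is an assumption, since the level of the bounds was not found in the paper or the files. The standard error of a log2 ratio was computed from these SDs. It covers the uncertainty of the abundance estimate only, because with 1 library per condition the variation between pools of embryos cannot be measured. Ratios were taken from FPKM as given, without a pseudocount or further normalization. Genes with FPKM above 1 in at least 1 of the 2 libraries compared were kept. In the control, the median half-width of the bounds was 47.1% of the FPKM for genes with FPKM above 1.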

Three mRNA-Seq libraries were generated, including zebrafish embryos with control morpholino (control), RPS19 morpholino knockdown (RPS19 MO), and RPS19 and p53 morpholino knockdown simultaneously (RPS19+p53 MO). These libraries were sequenced using the Illumina Hi-seq 2000 Genome Analyzer platform with paired-end 100 base-pair tags to a depth of 35–60 million reads. We mapped the sequencing data to the latest zebrafish genome assembly version 2010 (Zv9). 

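From the read numbers that the paper gives in Table S1, with both mates counted, 17047289 of 39819594 reads were mapped in the control (42.8%), 24278592 of 58859608 in RPS19 MO (41.2%) and 18507297 of 40756342 in RPS19+p53 MO (45.4%). RPS19 MO was thus the most deeply sequenced library. It had the fewest genes with FPKM above 1 in the files, 10420, against 10809 in RPS19+p53 MO and 11072 in the control. The precision of the FPKM values was nearly the same in the 3 libraries. Among genes with FPKM above 1, the median half-width of the confidence bounds was 46.1% of the FPKM in RPS19 MO, 46.8% in RPS19+p53 MO and 47.1% in the control.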

A total of 17–25 million reads could be mapped to the genome, representing 40%–46% of all of the generated reads (Table S1 in Tables S1). FPKM was used to estimate the transcript abundance. 

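The median FPKM over the 14417 genes was 6.25 in the control (interquartile range 1.20 to 20.78), 4.52 in RPS19 MO (0.77 to 17.15) and 5.47 in RPS19+p53 MO (1.00 to 18.80). The sum of FPKM over genes was 1229670 in the control, 1359270 in RPS19 MO and 1268000 in RPS19+p53 MO. The gene actc1b had the highest FPKM in every library, 34600.6 in the control, 47900.5 in RPS19 MO and 34100.7 in RPS19+p53 MO. The 20 most abundant genes held 22.1% of the FPKM sum in the control, 25.3% in RPS19 MO and 21.5% in RPS19+p53 MO. Among genes with FPKM above 0, the lower confidence bound was 0 for 1620 genes in the control, 1660 in RPS19 MO and 1679 in RPS19+p53 MO, so these genes could not be told from absence at this depth. In RPS19+p53 MO, 49 genes had a Cufflinks status other than OK. The status was not counted separately for the other libraries.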

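With FPKM above 1 as the cutoff, 11072 genes were expressed in the control, 10420 in RPS19 MO and 10809 in RPS19+p53 MO, and 10167 genes were expressed in all 3 libraries. The control alone expressed 446 genes, RPS19 MO alone 55 and RPS19+p53 MO alone 133. The control shared 74 genes with RPS19 MO only and 385 with RPS19+p53 MO only, and RPS19 MO shared 124 with RPS19+p53 MO only. The numbers depended on the cutoff. With FPKM above 0, there were 13205, 13233 and 13235 expressed genes in the control, RPS19 MO and RPS19+p53 MO, with 12806 in all 3. With FPKM above 5, the numbers were 7850, 6896 and 7474, with 6627 in all 3 libraries. Without replicates, the absence of a gene from 1 library could not be tested.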

Overlapped and distinct gene expression among three samples was shown in Fig. 2. Unsupervised hierarchical clustering of genome-wide expression profiles (FPKM>1) was performed to examine the relationship among these three samples (Fig. 2). We observed that, compared with the control, the pattern of transcriptome profile of RPS19 MO is more similar to that of RPS19+p53 MO. 

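Across the 11384 genes with FPKM above 1 in at least 1 library, Pearson's correlation of the FPKM values was 0.984 between RPS19 MO and RPS19+p53 MO, 0.945 between RPS19 MO and the control, and 0.956 between RPS19+p53 MO and the control. With 1 − r as the distance, RPS19 MO was farther from the control than from RPS19+p53 MO by 0.0391, with a 95% bootstrap interval over genes of 0.0086 to 0.0719 from 1000 resamples. RPS19+p53 MO was also farther from the control than from RPS19 MO, by 0.0275 (0.0061 to 0.0480). The interval treats genes as the sampling unit. Genes are not independent replicates, and the spread between pools of embryos is not in it. On row z-scores of log2(FPKM + 1), the scaling that moved these values most, the differences were 0.465 and 0.369. From the smaller distance between the knockdown libraries, the paper concludes that the profile of RPS19 MO is closer to RPS19+p53 MO than to the control.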

The transcriptome difference between the profiles of RPS19 MO and the control is more significant than that of RPS19+p53 MO and the control. 

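The distance 1 − r to the control was 0.0554 for RPS19 MO and 0.0438 for RPS19+p53 MO on FPKM values. The difference of 0.0116 had a 95% bootstrap interval over genes of −0.0036 to 0.0293, which includes 0. On log2(FPKM + 1) the distances were 0.0392 and 0.0335, and the difference of 0.0058 had an interval of 0.0037 to 0.0077. Row z-scores of log2(FPKM + 1), which moved the difference most, gave 0.0962 (0.0826 to 0.1092). The direction was the same under every scaling tried, and whether the interval excluded 0 depended on the scaling. The paper reads the larger distance of RPS19 MO as a more pronounced change from the control than that of RPS19+p53 MO.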

These results implied that simultaneous knockdown of p53 by co-injecting a p53 MO could partially reverse the abnormal phenotype in the RPS19 morphants.

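Of the 2325 genes whose FPKM in RPS19 MO differed more than 2-fold from the control, 1990 (85.6%) had an FPKM in RPS19+p53 MO that lay on the control side of the RPS19 MO value. The 95% Wilson interval of this share was 84.1% to 87.0%, with genes counted as if independent. The share was 88.9% for the 1975 down-regulated genes and 67.1% for the 350 up-regulated genes. Genes chosen for an extreme value tend to be less extreme in any other library, so the same share was computed with the roles of the knockdown libraries exchanged. Of the 1377 genes that differed more than 2-fold between RPS19+p53 MO and the control, 725 (52.7%) had an FPKM in RPS19 MO on the control side, 40.8% of the 953 down-regulated and 79.2% of the 424 up-regulated genes. After the libraries were rescaled to the same median log2 ratio, the shares were 81.6% and 58.3%. The alternative that moved the first share most, a fold change beyond the spread of genes of similar expression, gave 76.5%. Down-regulated genes had a median log2 ratio to the control of −1.35 in RPS19 MO and −0.84 in RPS19+p53 MO. For up-regulated genes the medians were closer together, 1.32 in RPS19 MO and 1.19 in RPS19+p53 MO. The paper takes the shift of the profile towards the control as a sign that the p53 MO partially reverses the abnormal phenotype.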

**Figure 2:**
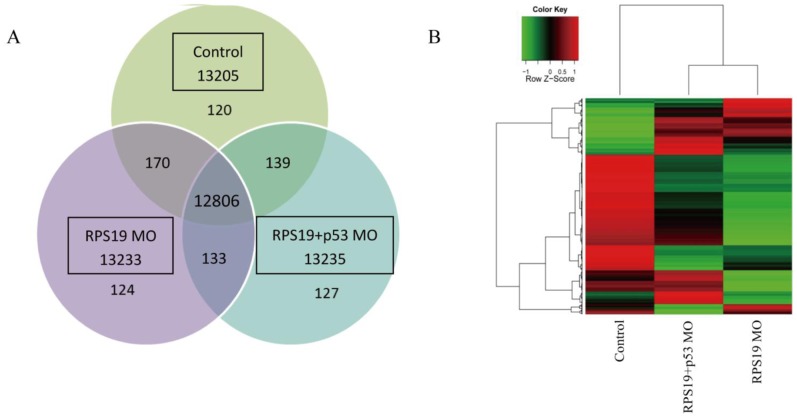
Overview of gene expression profiles of diverse zebrafish embryos. (A) Venn diagram detailing shared and distinct genes expression among three zebrafish embryo samples: control morpholino (control), RPS19 morpholino knockdown (RPS19 MO), RPS19 and p53 morpholino knockdown simultaneously (RPS19+p53 MO). (B)Unsupervised clustering of genome-wide gene expression (cutoff FPKM<1) for diverse zebrafish embryos (control morpholino (control), RPS19 morpholino knockdown (RPS19 MO), RPS19 and p53 morpholino knockdown simultaneously (RPS19+p53 MO)). Gene expression tracks use red and green to represent over- and under-expression, respectively. The pattern of the transcriptome profile of RPS19 MO is more similar to that of RPS19+p53 MO.

### Transcriptome Analysis of RPS19-deficient Embryos

To observe the transcriptome changes of RPS19-deficient embryos, we compared the differences of the whole genome RNA-Seq data between RPS19 MO and the control using the software Cufflinks. There were 47 up-regulated genes and 312 down-regulated genes in RPS19 MO compared with the control sample (fold-change>2.0, p-Value<0.05). 

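In the comparison of RPS19 MO with the control, 11251 genes had FPKM above 1 in at least 1 of the 2 libraries. Of these, 350 were up-regulated and 1975 down-regulated by the fold change alone, that is, with an FPKM ratio above 2. The files hold no p-values, and a test between conditions cannot be made from 1 library each. When the confidence bounds of the 2 libraries were also required not to overlap, 80 up-regulated and 471 down-regulated genes remained. When a log2 ratio beyond 1.96 of its standard errors was required, a cutoff chosen after seeing the data, 246 genes were up-regulated and 1550 down-regulated. A stricter cutoff of 3.29 standard errors, also chosen after seeing the data, left 51 and 319. The median log2 ratio over genes with FPKM above 1 in both libraries was −0.33, and rescaling the libraries to the same median changed the counts to 813 up-regulated and 1030 down-regulated genes.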

These genes were subjected to Ingenuity Pathway Analysis (IPA) to identify the enrichment of genes in specific functional groups and pathways (IPA, http://www.ingenuity.com). The IPA accepts human UniGene IDs as one of the identifiers for data uploading and analysis. Hence, we mapped these differentially expressed genes to their human homologs using the HomoloGene database. Then, human homologs of up- and down-regulated genes of the RPS19-deficient embryos were analyzed by using IPA tools in which the gene sets are enriched for a specific function/pathway and the enrichment is represented as a ratio. The main biological functions that were enriched by differentially expressed genes are associated with genetic disorder, neurological disease, cellular growth and proliferation, cancer and cell death (p-Value<0.05). The number of enriched genes for the above GO terms is more than 50, which accounts for at least 14% of the whole set of differentially expressed genes (Fig. 3). 

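Human symbols of the pathways in Table S2 were matched to zebrafish genes with the same symbol in lower case, with or without a final a or b. For the coagulation system, 4 of 6 human symbols had a match, to 5 zebrafish genes. The 4 with FPKM above 1 in either library were more than 2-fold lower in RPS19 MO than in the control. FPKM of plg (Zv9 chromosome 20 from 42720218 to 42734550) fell from 83.67 to 21.52, a log2 ratio of −1.96 (standard error 0.47). The log2 ratio was −1.84 (standard error 0.44) for serpinc1, −1.70 (standard error 0.44) for f2 and −2.64 (standard error 0.73) for f9b. The copy f9a had FPKM 0.06 in the control and 0 in RPS19 MO, so its fall was not detectable at this depth. For acute phase response signaling, 6 of 11 symbols matched 8 genes, of which 6 were more than 2-fold down-regulated and none up-regulated. For LXR/RXR activation, 5 of 8 symbols matched 7 genes, with 5 down-regulated and 1 up-regulated. Apart from f9a, the 4 genes of the intrinsic prothrombin activation pathway and the 3 of taurine and hypotaurine metabolism were all more than 2-fold down-regulated, with median log2 ratios of −2.14 and −1.93. With median rescaling of the libraries, the log2 ratio of plg was −1.62. The paper links the changed genes to these pathways through the enrichment of their human homologs.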

The significantly changed genes are associated with signaling pathways, including the coagulation system, acute phase response signaling, LXR/RXR activation, intrinsic prothrombin activation pathway, and the taurine and hypotaurine metabolism (Table S2 in Tables S1). The networks constructed by differentially expressed genes are associated with cellular development, cellular function and maintenance, development disorder, hematological system development and function, and neurological disease, each of which received an enrichment score of more than 20 (Fig. 4). Since the networks with functions of ‘cellular development’, ‘cellular function and maintenance’, ‘Nervous system development and function’, and ‘cell death and survival’ are inter-connected to form a big and complex regulatory network that is controlled by a few central factors and we observed expression changes in many genes and they could not be attributed to gene mutations (the probability of multi-gene mutations appear at the same time is very low), we assume this change to be a result of abnormal expression of a few central factors that affect the central nodes in the networks. 

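Of 9 central nodes that name a single gene or gene family, 7 had a zebrafish gene with the matching symbol in the files, 10 genes in all. In RPS19 MO, 9 of the 10 were more than 2-fold lower than in the control. The FPKM of vax1 fell from 4.43 to 0.94, a log2 ratio of −2.24 (standard error 0.60). For hsp70 the log2 ratio was −4.72 (standard error 0.49), for gcgb −2.74 (standard error 0.77), for sox1a −1.73 (standard error 0.51) and for pomca −3.22 (standard error 0.86). Their confidence bounds in the 2 libraries did not overlap. The bounds of gcga, sox1b and pomcb did overlap. For vax1, a pseudocount of 1 gave a log2 ratio of −1.49. The exception was oxa1l, with FPKM 33.49 in the control and 41.72 in RPS19 MO, a log2 ratio of 0.32 (standard error 0.44). FPKM of mal was 13.54 in the control and 0 in RPS19 MO. Another gene model has the same locus, and their summed FPKM had a log2 ratio of only −0.49. The symbols sst and cldnd1 were not in the files analysed here, alone or with a final a or b.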

In the network analysis, we found central nodes for which the human homologs are SST, OXA1L, CLDND1, MAL, Hsp70, GCG, PLC, SOX1, VAX1, POMC, and TSH.

**Figure 3:**
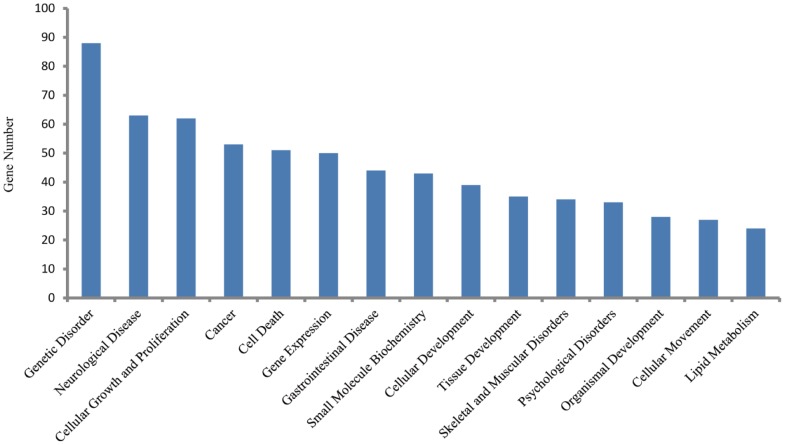
The top enriched biological functions of 359 differentially expressed genes in RPS19-deficient embryos (p-value<0.05).

**Figure 4:**
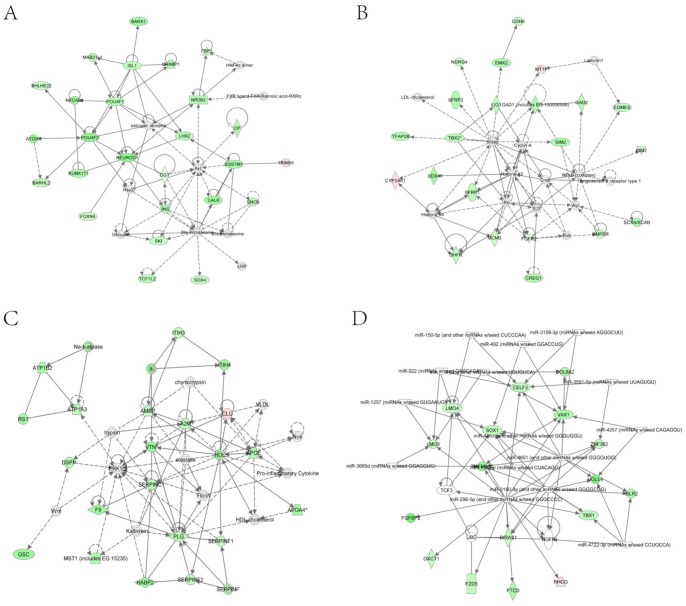
Top networks identified with IPA for the differentially expressed genes in RPS19 MO compared with the control. The pink or red nodes in the networks indicate a gene that is up-regulated in RPS19 MO, and the green color indicates genes that are down-regulated in RPS19 MO. (A) Network with the functions of embryonic development, organismal development, and cellular development. (B) Network with the functions of digestive system development and function, developmental disorder, and skeletal and muscular disorders. (C) Network with the functions of hematological system development and function, organismal functions, and cellular movement. (D) Network with the functions of nervous system development and function, tissue morphology, and cell-to-cell signaling and interaction.

### Transcriptome Analysis of RPS19+p53 MO Embryos

To further study the role of p53 in RPS19-deficient embryos, we analyzed the RNA-Seq data of RPS19+p53 MO. Differential expression analysis is conducted by Cufflinks on the transcriptome data of RPS19+p53 MO and control/RPS19 MO. Compared with the control, RPS19+p53 MO is detected with 34 up-regulated genes and 113 down-regulated genes (fold-change>2.0, p-Value<0.05). 

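Between RPS19+p53 MO and the control, 11329 genes had FPKM above 1 in at least 1 library. An FPKM ratio above 2 was found for 424 up-regulated and 953 down-regulated genes. With confidence bounds that did not overlap, 66 and 186 genes remained. With the cutoff of 3.29 standard errors, chosen after seeing the data, there were 37 and 119. The median log2 ratio over genes with FPKM above 1 in both libraries was −0.14. Without the FPKM filter, 898 genes were up-regulated and 1612 down-regulated. No p-value could be computed, since each condition has 1 library.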

These genes were subjected to Ingenuity Pathways Analysis (IPA) to identify the enrichment of genes in specific functional categories and canonical pathways. We found that the main biological functions of these genes are associated with cellular growth and proliferation, hereditary disorder, cellular development, tissue development and small molecule biochemistry (p-Value<0.05) (Fig. 5). The top significant canonical pathways are LXR/RXR activation, acute phase response signaling and coagulation system (Table S3 in Tables S1). 

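For LXR/RXR activation, 5 of the 6 human symbols of Table S3 had zebrafish genes of the same symbol in the files, 6 genes in all. Every one of the 6 was more than 2-fold lower in RPS19+p53 MO than in the control, with a median log2 ratio of −1.80. FPKM of cetp fell from 19.67 to 5.94 (log2 ratio −1.73, standard error 0.48) and that of serpinf1 from 31.52 to 8.63 (−1.87, standard error 0.45). In the coagulation system, serpinc1 had a log2 ratio of −1.45 (standard error 0.44). The log2 ratio of cetp became −1.57 with a pseudocount of 1. These genes are the members through which the paper's enrichment names the pathways.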

The main networks constructed by these differentially expressed genes are involved in small molecule biochemistry, cell cycle, cellular development, and hematological disease. The above networks all obtained enrichment scores of more than 20 (Fig. 6). In addition, the networks with functions of ‘hematological disease’, ‘small molecule biochemistry’, ‘molecular transport’, and ‘cellular development’ are found to be connected. 

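Among 9 central nodes that name a single gene, 6 had zebrafish genes of the same symbol in the files, 7 genes in all. In RPS19+p53 MO compared with the control, agt had a log2 ratio of −2.37 (standard error 0.66), serpinf1 of −1.87 (standard error 0.45), cetp of −1.73 (standard error 0.48) and nr0b2a of −1.59 (standard error 0.44). All 4 had confidence bounds that did not overlap. The gene tgm2b was up-regulated from FPKM 51.34 to 111.64, a log2 ratio of 1.12 (standard error 0.33). The changes of tgm2a (0.63, standard error 0.45) and cd81 (−0.22, standard error 0.56) were within 1.96 standard errors of 0. Symbols a2m, hbz and cldnd1 were not in the files analysed here. The gene a2ml, annotated in Table 2 as alpha-2-macroglobulin-like, had a log2 ratio of −1.92 (standard error 0.45). Among the alternatives, median rescaling of the libraries moved the log2 ratio of tgm2b most, to 1.25.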

We also found several central nodes in these networks, the human homologs of which are TGM2, A2M, LDL, HDL, Collagen, AGT, SERPINF1, NROB2, CETP, HBZ, hemoglobin, CLDND1, calpain, CD81, and G-protein beta.

**Figure 5:**
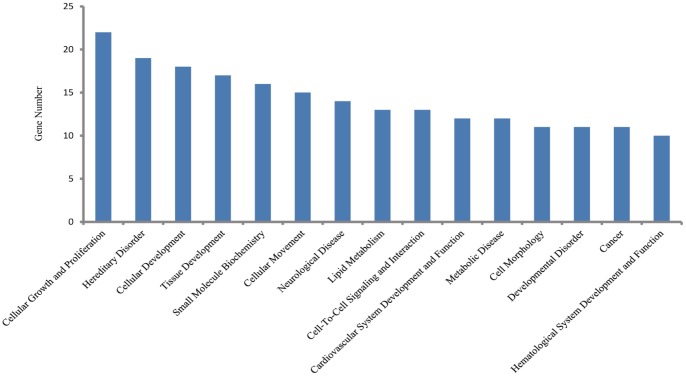
The top enriched biological functions of 147 differentially expressed genes in RPS19-deficient embryos with co-inhibition of p53 (p-value<0.05).

**Figure 6:**
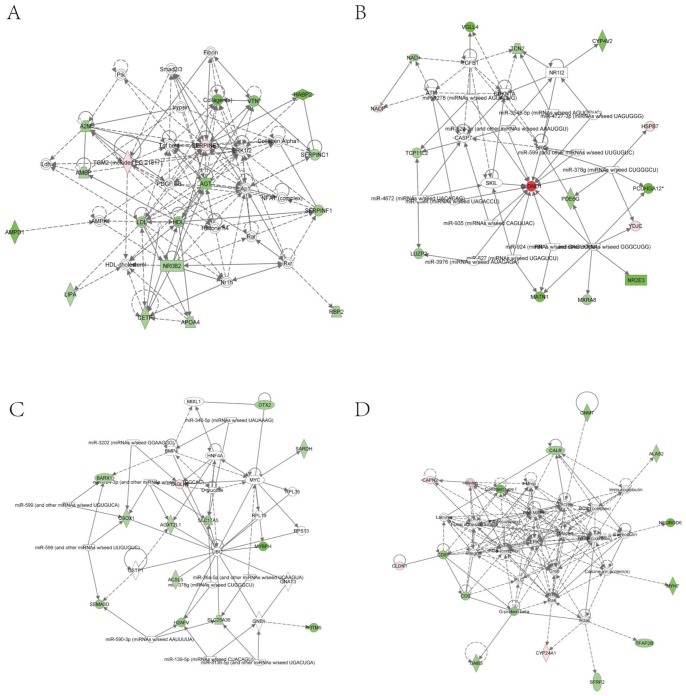
Top networks identified with IPA for the differentially expressed genes in RPS19+p53 MO compared with the control. The pink or red nodes in the networks indicate genes that are up-regulated in RPS19+p53 MO, and the green color indicates genes that are down-regulated in RPS19+p53 MO. (A) Network with the functions of lipid metabolism, molecular transport, and small molecule biochemistry. (B) Network with the functions of cell cycle, cellular development, cellular growth and proliferation. (C) Network with the functions of cancer, hematological disease, and amino acid metabolism. (D) Network with the functions of cellular development, hematological system development and function, and hematopoiesis.

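Of 10938 genes with FPKM above 1 in RPS19+p53 MO or RPS19 MO, 534 were up-regulated and 121 down-regulated in RPS19+p53 MO by an FPKM ratio above 2. With confidence bounds that did not overlap there were 37 and 26. With the cutoff of 3.29 standard errors, chosen after seeing the data, 20 and 14 genes remained. In RPS19 MO compared with the control, the same criteria gave 350 and 1975, 80 and 471, and 51 and 319. The total was smaller between the knockdown libraries under each of them, although more genes were up-regulated there by the fold change alone. The median log2 ratio over genes with FPKM above 1 in both libraries was 0.18. Without an FPKM filter, the alternative that raised the counts most, 1245 genes were up-regulated and 558 down-regulated.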

However, by comparing the transcriptome data of RPS19+p53 MO and RPS19 MO, we found only 17 up-regulated genes and 11 down-regulated genes that were significantly expressed in RPS19+p53 MO embryos (fold-change>2.0, p-Value<0.05), which is much less than the number of significant differentially expressed genes of RPS19 versus the control. These results demonstrate that co-inhibition of p53 cannot rescue the abnormalities completely in RPS19-deficient embryos. 

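Among the 1975 genes down-regulated in RPS19 MO by the fold change, 774 (39.2%) were still more than 2-fold lower than the control in RPS19+p53 MO, and 323 (16.4%) rose more than 2-fold between RPS19 MO and RPS19+p53 MO. Among the 350 up-regulated genes, 215 (61.4%) were still more than 2-fold higher than the control and 49 (14.0%) fell more than 2-fold. Together, 989 of 2325 genes (42.5%) remained changed in the same direction. The share that remained changed was 82.0% among genes selected by the expression-matched spread, the alternative that moved it most, and 74.0% among genes whose confidence bounds did not overlap. The paper compares the few genes that changed between the knockdown libraries with the many that changed from the control, and concludes that inhibiting p53 leaves part of the abnormalities in place.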

The main enriched biological functions of these genes, by identified IPA, were associated with cancer, cell death, cellular growth and proliferation, cell signaling and small molecule biochemistry. Moreover, the canonical pathways are enriched on methane metabolism, DNA double-strand break repair by homologous recombination, stilbene, coumarine and lignin biosynthesis (data not shown). These functions might be corrected by p53 MO for RPS19-deficient embryos, which are significantly influenced by the expression of p53.

### Changed Hematopoietic Genes in RPS19 MO and RPS19+p53 MO Embryos

To observe the defects of the hematopoietic functions in RPS19-deficiency embryos, we detected the differentially expressed hematopoietic genes by searching the keyword ‘hematopoietic’ while using the software AmiGO in the Gene Ontology database (http://www.geneontology.org/). We observed 12 GO terms that are associated with ‘hematopoietic’ and 177 genes in the latest annotated zebrafish genome. We matched our data to these genes, which have the GO term keyword ‘hematopoietic’. 

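The 5 genes had lower FPKM in RPS19 MO than in the control, and the confidence bounds of the 2 libraries did not overlap for any of them. FPKM of bmper (Zv9 chromosome 16 from 9207705 to 9339250) was 12.09 in the control (bounds 6.9 to 17.3) and 4.08 in RPS19 MO (2.2 to 6.0), a log2 ratio of −1.57 (standard error 0.45). For fzd5 (chromosome 9 from 29266077 to 29268000), FPKM was 9.23 and 2.74, a log2 ratio of −1.75 (standard error 0.52). The gene nrp1a (chromosome 24 from 1174964 to 1331261) had FPKM 15.41 and 7.32, with a log2 ratio of −1.07 (standard error 0.30), the smallest change of the 5. The largest change was that of sema3d (chromosome 18 from 8636380 to 8703278), from 11.72 to 2.51, a log2 ratio of −2.22 (standard error 0.48). FPKM of tbx1 (chromosome 5 from 16907335 to 16919393) went from 16.09 to 4.86, a log2 ratio of −1.73 (standard error 0.45). Rescaling the libraries to the same median brought nrp1a below the 2-fold cutoff, with a log2 ratio of −0.74, and left the other 4 above it. There were no replicates.

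**Figure D1:**
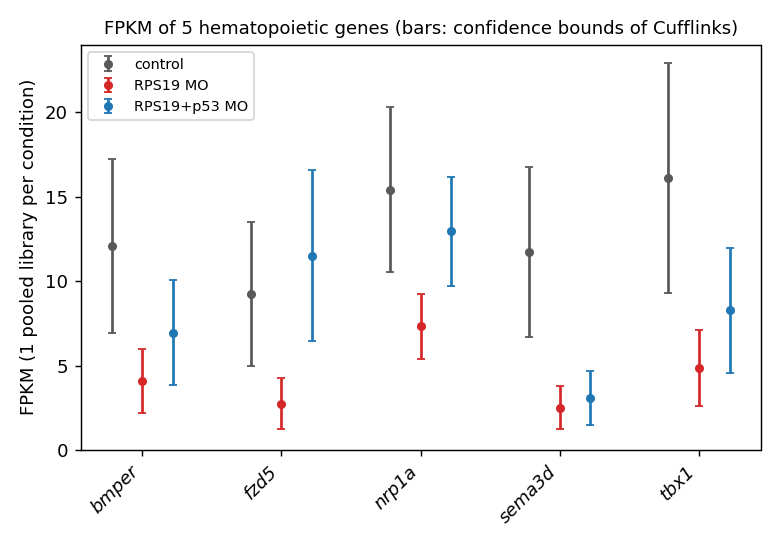
FPKM of bmper, fzd5, nrp1a, sema3d and tbx1 (y axis, linear) in the control, RPS19 MO and RPS19+p53 MO, 1 pooled library each. Points are FPKM and bars the confidence bounds given with it. All 5 genes are lower in RPS19 MO than in the control, and fzd5 is back at 11.51 in RPS19+p53 MO while sema3d stays at 3.06.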

In the RPS19-deficient embryos, we found that no hematopoietic gene was up-regulated significantly, but 5 hematopoietic genes were down-regulated highly and significantly, such as bmper, fzd5, nrp1a, sema3d, and tbx1. The specific bio functions of these 5 genes are ‘hematopoiesis’(bmper), ‘T cell differentiation in thymus’(fzd5), and ‘thymus development’ (nrp1a, sema3d, tbx1). To determine whether co-inhibition of p53 would alleviate hematopoietic defect, we also matched the differential expressed genes in RPS19+p53 MO versus RPS19 MO to the 177 genes associated with hematopoietic in The Gene Ontology database. Interestingly, there was only one hematopoietic gene, fzd5, which was down-regulated in RPS19 MO, but was significantly up-regulated in RPS19+p53 MO (Table S4 in Tables S1). 

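FPKM of fzd5 was 9.23 in the control (bounds 4.95 to 13.51), 2.74 in RPS19 MO (1.24 to 4.25) and 11.51 in RPS19+p53 MO (6.45 to 16.57), with 1 library each. The log2 ratio of RPS19+p53 MO to RPS19 MO was 2.07 (standard error 0.51), and that to the control was 0.32 (standard error 0.46), within 1 standard error of 0. The other 4 genes rose by less than 2-fold between RPS19 MO and RPS19+p53 MO, with log2 ratios of 0.77 (standard error 0.46) for bmper, 0.82 (standard error 0.26) for nrp1a, 0.77 (standard error 0.46) for tbx1 and 0.29 (standard error 0.52) for sema3d. The rise of nrp1a was beyond 1.96 standard errors and those of the other three were not. With a pseudocount of 1 the log2 ratio of fzd5 between the knockdown libraries was 1.74.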

Previous studies showed that in zebrafish, fzd5 was associated with not only eye and retina development, but also canonical Wnt signaling, T cell differentiation in thymus and early liver formation [10], [11] and thus participated in hematopoiesis [12], [13]. As the expression of fzd5 is reversed by co-inhibition of p53, hematopoiesis and other functions of fzd5 are reversed by p53 MO. 

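In RPS19+p53 MO, 3 hematopoietic genes of Table S4 were more than 2-fold below the control. Within 2-fold of it, tbx1, bmper (log2 ratio −0.80) and nrp1a (−0.25) were lower and fzd5 (0.32) was higher. Of these, tbx1 stayed lowest relative to the control. FPKM of sema3d was 11.72 in the control, 2.51 in RPS19 MO and 3.06 in RPS19+p53 MO. The log2 ratio of RPS19+p53 MO to the control was −1.94 (standard error 0.49). FPKM of agxt2l1 (Zv9 chromosome 7 from 60555036 to 60566202) was 23.20 in the control, 8.84 in RPS19 MO and 8.09 in RPS19+p53 MO, a log2 ratio of −1.52 (standard error 0.46). For alas2 (chromosome 8 from 21891957 to 21907046), which encodes an enzyme of heme synthesis, FPKM was 139.5 in the control, 71.9 in RPS19 MO and 39.1 in RPS19+p53 MO. Its log2 ratio to the control was −1.83 (standard error 0.48) in RPS19+p53 MO and −0.96 (standard error 0.50) in RPS19 MO, where the confidence bounds overlapped those of the control. The alternative that moved sema3d most, a pseudocount of 1, gave it a log2 ratio of −1.65 in RPS19+p53 MO. The paper reasons from the hemoglobin staining and from fzd5 as the only hematopoietic gene up-regulated again. It concludes that co-inhibition of p53 does not fully remedy the hematopoietic defects.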

In combination with our hemoglobin staining results of RPS19+p53 MO, we concluded that the hematopoietic defects could not be remedied completely through co-inhibition of p53 in RPS19-deficient embryos.

### p53-dependent and -independent Genes and Pathways

Next, we observed the p53-dependent/independent pathways in RPS19-deficient embryos by comparing the transcriptome profiles of control, RPS19 MO and RPS19+p53 MO, using the software Cufflinks. To determine the p53-dependent genes, we firstly searched the up/down-regulated genes in RPS19 MO (compared with control). We then identified genes that their expression levels were reversed (down/up-regulated) in embryos co-injected with RPS19 MO+p53 MO, and defined them as p53 dependent genes. Here we presume that genes whose expression levels did not return to the normal level (control), but did have partial reverse effect compared with pathological state (RPS19 MO), are p53-dependent genes. To determine the p53-independent genes, we presume genes that are up/down-regulated in RPS19 MO (compared with control), and up/down-regulated in RPS19+p53 MO (compared with control), are p53-independent genes. No matter the degree of changes in these genes in RPS19+p53 MO reach the level of them in RPS19 MO or not, as long as the change trends are the same, we accept them as p53-independent genes. (Fig. 7).

**Figure 7:**
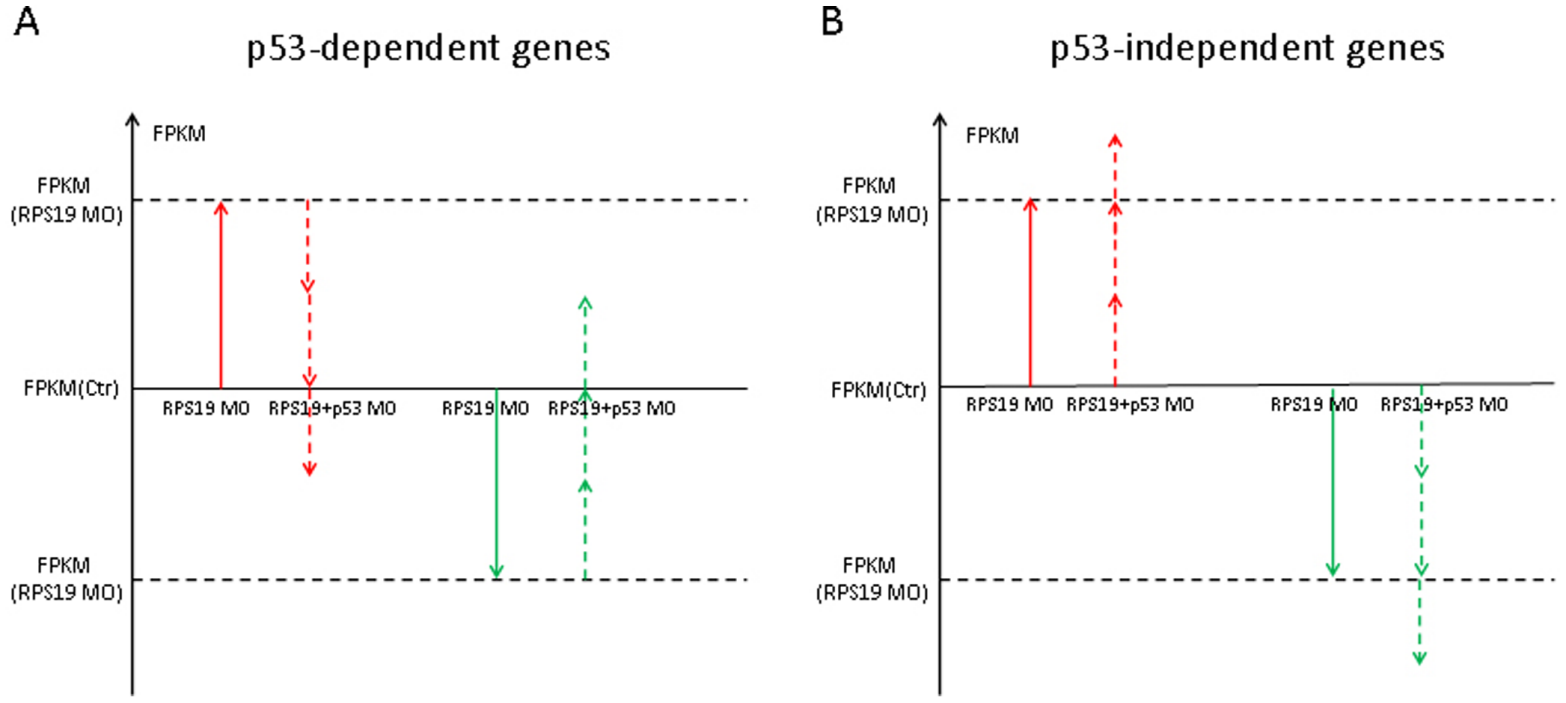
The scheme of detection of p53 dependent and independent genes. The vertical axis represents the gene expression, which is normalized to FPKM. The red arrows indicate the variation trend of FPKM for abnormal up-regulated genes in RPS19 MO, and the green arrows indicate the down-regulated genes in RPS19 MO. Solid arrows indicate the variation trend of FPKM of genes in RPS19 MO, and dashed arrows indicate the variation trend of FPKM of genes in RPS19+p53 MO. Up−/down-regulated genes are screened with the criterion of a fold-change of >2.0 and a p-value of <0.05. (A) Up−/down-regulated genes in RPS19 MO compared with the control and down−/up-regulated genes in RPS19+p53 MO compared with RPS19 MO; we considered genes that satisfied the above criteria to be genes that are p53 dependent. (B) Up−/down-regulated genes in RPS19 MO compared with the control and up−/down-regulated genes in RPS19+p53 MO compared with the control; we considered genes that satisfied the above criteria to be genes that are independent of p53.

Based on the above strategy, we observed 12 potential p53-dependent genes, in which 1 gene was up-regulated and 11 genes were down-regulated (Table 1). 

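All 12 genes of Table 1 met the fold change of the scheme in Fig. 7, more than 2-fold in RPS19 MO compared with the control and more than 2-fold in the opposite direction in RPS19+p53 MO compared with RPS19 MO. None of them was more than 2-fold from the control in RPS19+p53 MO. The gene mt2 was the only up-regulated one. Among the 10 down-regulated genes with FPKM above 0 in each library, the log2 ratio of RPS19 MO to the control ran from −6.09 for hsp70l to −1.62 for si:dkeyp-35b8.5. FPKM of hsp70l (Zv9 chromosome 8 from 5006698 to 5009452) was 233.6 in the control, 3.4 in RPS19 MO and 283.2 in RPS19+p53 MO. For pdcd4b, which returned least, FPKM was 58.9 in the control, 10.1 in RPS19 MO and 31.1 in RPS19+p53 MO. FPKM of mal (Zv9 chromosome 17 from 21932805 to 21936556) was 13.5 in the control, 0.0 in RPS19 MO and 11.4 in RPS19+p53 MO. With the gene models of each locus summed, an alternative added after seeing the data, 11 of the 12 genes met the fold change and mal did not. The smallest distance of the 12 genes from 0, leaving out mal, was 3.37 standard errors in RPS19 MO compared with the control and 3.51 in RPS19+p53 MO compared with RPS19 MO. By the fold change alone, 49 genes had the p53-dependent pattern as up-regulated and 323 as down-regulated. The count of down-regulated genes was 21 with confidence bounds that did not overlap and 786 without an FPKM filter.

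**Figure D2:**
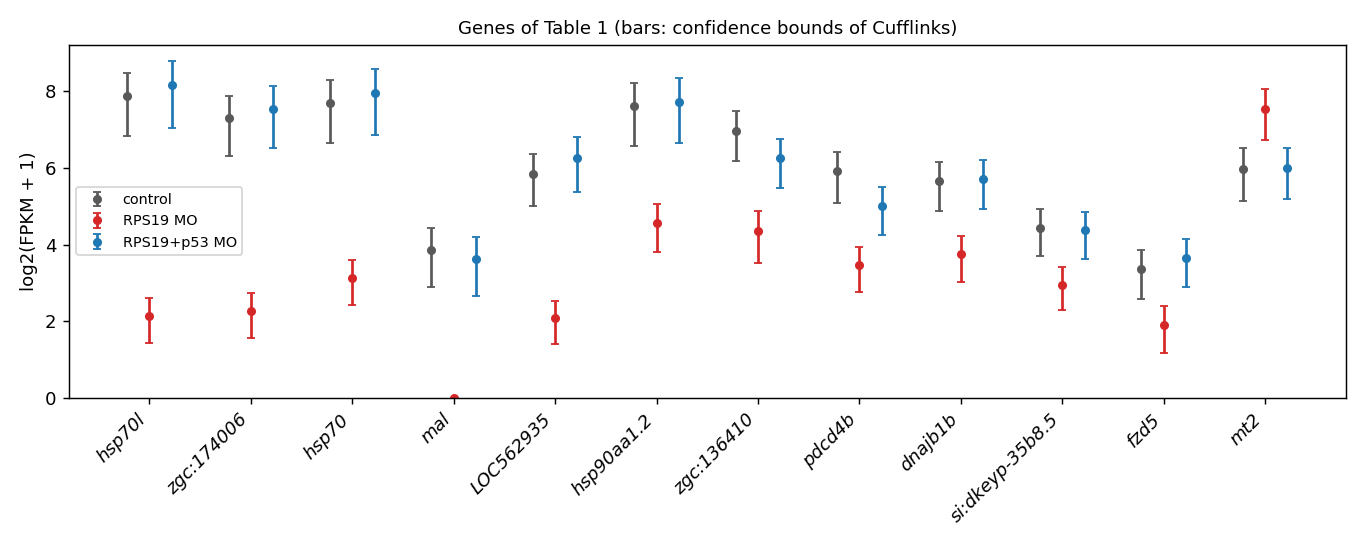
log2(FPKM + 1) of the 12 genes of Table 1 (y axis) in the control, RPS19 MO and RPS19+p53 MO, 1 pooled library each, ordered by their change in RPS19 MO. Points are the values and bars the confidence bounds given with the FPKM. RPS19 MO lies below both other libraries for 11 genes and above them for mt2, and mal is at 0 in RPS19 MO.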

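Of the 11 down-regulated genes of Table 1, 4 carry the symbol of a heat shock protein or of a DnaJ co-chaperone. FPKM of hsp70 (Zv9 chromosome 3 from 26908144 to 26910486) was 205.0 in the control, 7.8 in RPS19 MO and 247.9 in RPS19+p53 MO, and that of hsp90aa1.2 (chromosome 20 from 54322746 to 54336769) was 193.68 in the control, 22.64 in RPS19 MO and 210.99 in RPS19+p53 MO. For dnajb1b (chromosome 1 from 56285680 to 56289800), FPKM was 49.1 in the control, 12.4 in RPS19 MO and 51.2 in RPS19+p53 MO. The log2 ratios of RPS19+p53 MO to RPS19 MO were 5.00 (standard error 0.50), 3.22 (standard error 0.49) and 2.04 (standard error 0.44), and that of hsp70l was 6.37 (standard error 0.53). None of the 4 differed between RPS19+p53 MO and the control by more than 1 standard error. A gene of Table 1 without annotation lies on chromosome 3 from 26919547 to 26922322, next to hsp70, and had FPKM 155.3 in the control, 3.8 in RPS19 MO and 185.6 in RPS19+p53 MO. Reads that fit both genes could have been split between them by the authors' processing. For hsp70l, a pseudocount of 1 lowered the log2 ratio to 6.01.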

The biological functions enriched by these genes are protein folding, integral to membrane and ATP binding. We also found 110 potential p53-independent genes, of which 21 genes were up-regulated and 89 genes were down-regulated. 

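All 110 genes of Table 2 met the fold change of the scheme, more than 2-fold in the same direction in both knockdown libraries compared with the control. The 89 down-regulated genes had a median log2 ratio to the control of −2.34 in RPS19 MO and −2.08 in RPS19+p53 MO. For the 21 up-regulated genes the medians were 2.34 and 2.17. Genes with an FPKM of 0 were left out of these medians, 1 in each group. The smallest distance from 0 among the genes with FPKM above 0 in each library was 3.29 standard errors in RPS19 MO and 3.30 in RPS19+p53 MO. By the fold change alone, 203 genes had this pattern as up-regulated and 774 as down-regulated. With the cutoff of 3.29 standard errors, chosen after seeing these distances, 22 and 94 did. Of the 110 genes, 8 also changed back by more than 2-fold between RPS19 MO and RPS19+p53 MO. With pseudocount 1, 109 of the 110 stayed past 2-fold in both comparisons, and 102 did when the FPKM of gene models with the same locus was summed, an alternative added after seeing the data.

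**Figure D3:**
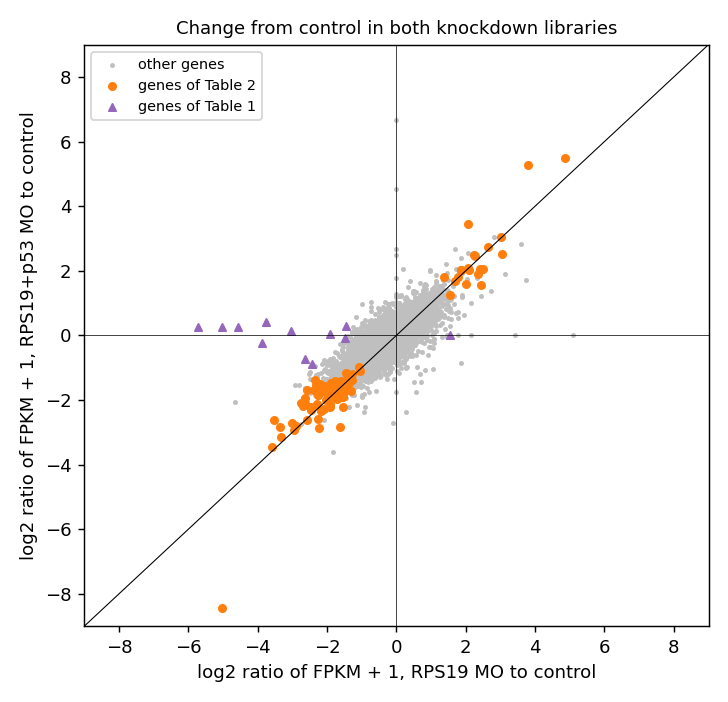
log2 ratio of FPKM + 1 to the control in RPS19 MO (x axis) and in RPS19+p53 MO (y axis) for genes with FPKM above 1 in at least 1 library. Grey points are genes in neither table, orange circles genes of Table 2, purple triangles genes of Table 1, and the diagonal marks equal change. Genes of Table 2 lie on the same side of 0 on both axes, some of them well off the diagonal, such as pmepa1 at −5.02 and −8.44. Genes of Table 1 are all less than 2-fold from the control on the y axis.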

The up-regulated genes are mainly associated with extracellular regions, structural molecule activity, response to stress and intracellular. 

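Of the 21 up-regulated genes, fn1b (Zv9 chromosome 1 from 4393290 to 4432196), which encodes fibronectin 1b, had FPKM 7.3 in the control, 29.4 in RPS19 MO and 32.6 in RPS19+p53 MO. FPKM of optc, which encodes opticin, was 6.7 in the control, 24.1 in RPS19 MO and 23.9 in RPS19+p53 MO. The log2 ratios to the control were 2.01 (standard error 0.47) and 1.84 (standard error 0.50) in RPS19 MO, and 2.16 (standard error 0.47) and 1.83 (standard error 0.50) in RPS19+p53 MO. The small heat shock gene hspb11 had FPKM 60.5 in the control, 244.8 in RPS19 MO and 183.7 in RPS19+p53 MO, and hspb9 had 175.4 in the control, 895.5 in RPS19 MO and 658.0 in RPS19+p53 MO. FPKM of the non-coding RNA gene rn7sk was 51.8 in the control, 1542.5 in RPS19 MO and 2358.8 in RPS19+p53 MO. In RPS19 MO, the 20 up-regulated genes with FPKM above 0 in the control ranged from a log2 ratio of 1.485 for c6 to 5.282 for scpp5, and LOC554386, with FPKM 0 in the control, has no finite ratio. The log2 ratio of fn1b in RPS19 MO was 2.34 after median rescaling of the libraries.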

The down-regulated genes are mainly associated with negative regulation of endopeptidase activity, negative regulation of peptidase activity, and negative regulation of hydrolase activity (p-Value<0.01, number of gene products>2) (Table 2). 

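Genes of Table 2 annotated as peptidase inhibitors or their relatives were lower in both knockdown libraries. FPKM of serpinc1 (antithrombin, Zv9 chromosome 22 from 16168370 to 16174351) was 46.6 in the control, 13.0 in RPS19 MO and 17.0 in RPS19+p53 MO. The values were 31.5 in the control, 10.2 in RPS19 MO and 8.6 in RPS19+p53 MO for serpinf1, 14.3 in the control, 4.3 in RPS19 MO and 3.8 in RPS19+p53 MO for a2ml and 160.4 in the control, 52.4 in RPS19 MO and 48.5 in RPS19+p53 MO for ambpl. In RPS19+p53 MO the log2 ratios to the control were −1.45 (standard error 0.44) for serpinc1, −1.87 (standard error 0.45) for serpinf1, −1.92 (standard error 0.45) for a2ml and −1.73 (standard error 0.45) for ambpl. Between RPS19 MO and RPS19+p53 MO, each of the 4 changed by less than 1 standard error. In RPS19 MO, the log2 ratio of serpinc1 was −1.84, and −1.51 after median rescaling of the libraries.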

There were 20 of the regulated pathways that were determined to be p53-dependent (Table S5 in Tables S1) and 76 that were determined to be p53-independent (Table S6 in Tables S1). 

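In the sequencing data, FPKM of klf11a (Zv9 chromosome 20 from 29528043 to 29531771) was 13.86 in the control, 2.16 in RPS19 MO and 1.05 in RPS19+p53 MO. The gene that the files and Table 2 name srfl, on chromosome 13 from 53783357 to 53916287, had FPKM 11.15 in the control, 56.33 in RPS19 MO and 66.92 in RPS19+p53 MO. FPKM of fn1b was 7.30 in the control, 29.44 in RPS19 MO and 32.62 in RPS19+p53 MO, and optc had 6.71 in the control, 24.08 in RPS19 MO and 23.94 in RPS19+p53 MO. For tagln (chromosome 15 from 542637 to 550071), FPKM was 38.9 in the control, 135.5 in RPS19 MO and 139.9 in RPS19+p53 MO. The log2 ratios of RPS19 MO to the control were −2.68 (standard error 0.52) for klf11a, 2.34 (standard error 0.51) for srfl, 1.80 (standard error 0.45) for tagln, −1.75 (standard error 0.52) for fzd5, −6.09 (standard error 0.52) for hsp70l, −1.07 (standard error 0.30) for nrp1a and −0.96 (standard error 0.50) for alas2. Of these, only alas2 had confidence bounds that overlapped those of the control. Its change passed 2-fold only in RPS19+p53 MO. The locus of srfl is shared by 3 gene models, whose summed FPKM had a log2 ratio of 0.90. For klf11a, a pseudocount of 1 gave −2.23. Each value rests on 1 pooled library.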

Real-time PCR and *in situ* hybridization results are mostly consistent with the above sequencing results except for mt2. The real-time PCR results of mt2, fzd5, hsp70l, fn1b, optc, klf11a and srf1 are shown in Fig S2. 

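In the sequencing data, FPKM of mt2 (Zv9 chromosome 18 from 17193803 to 17195114) was 62.17 in the control (bounds 34.23 to 90.10), 184.77 in RPS19 MO (105.52 to 264.02) and 63.06 in RPS19+p53 MO (35.47 to 90.65). The log2 ratio of RPS19 MO to the control was 1.57 (standard error 0.45). RPS19+p53 MO differed from RPS19 MO by −1.55 (standard error 0.44) and from the control by 0.02 (standard error 0.45). After median rescaling of the libraries the first of these was 1.91. The real-time PCR values are not in the files analysed here.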

Interestingly, the mt2 expression in sequencing results is different from the real-time PCR results. We postulated that the discrepancy may arise from: a) the design and optimization of gene-specific real-time primer pairs for mt2; b) the PCR amplification steps bear inherent biases; c) the associated tools for computational analysis are in their infancy, thus may contain errors. It is crucial to identify all existing isoforms in the long run for accurate quantification of a transcriptome. Notably, most of the genes we tested are consistent with the initial RNA-seq experiment data and thus we are confident about the quality of our data. The *in situ* hybridization data of fzd5, alas2, nrp1a and tagln are shown in Fig S3.

**Table 1:** List of p53-dependent genes.

Gene ID	Regulation	Annotation
mt2	up	metallothionein 2
dnajb1b	down	DnaJ (Hsp40) homolog, subfamily B, member 1b
fzd5	down	frizzled homolog 5
hsp70	down	NA
hsp70l	down	heat shock cognate 70-kd protein, like
hsp90aa1.2	down	heat shock protein 90, alpha (cytosolic), class A member 1, tandem duplicate 2
LOC562935	down	NA
mal	down	mal, T-cell differentiation protein
pdcd4b	down	NA
si:dkeyp-35b8.5	down	NA
zgc:136410	down	zgc:136410
zgc:174006	down	zgc:174006

**Table 2:** List of p53-independent genes.

Gene ID	Regulation	Annotation
c6	up	complement component 6
cldn1	up	claudin 1
cyp24a1	up	cytochrome P450, family 24, subfamily A, polypeptide 1
cyr61l1	up	cysteine-rich, angiogenic inducer 61 like 1
fn1b	up	fibronectin 1b
hspb11	up	heat shock protein, alpha-crystallin-related, b11
hspb9	up	heat shock protein, alpha-crystallin-related, 9
LOC554386	up	NA
mustn1	up	NA
optc	up	opticin
pdlim3b	up	PDZ and LIM domain 3b
popdc1	up	popeye domain containing 1
pth1a	up	parathyroid hormone 1a
rn7sk	up	NA
scpp5	up	NA
srfl	up	serum response factor like
tagln	up	transgelin
ydjc	up	NA
zgc:158463	up	zgc:158463
zgc:194878	up	zgc:194878
zgc:92480	up	zgc:92480
a2ml	down	alpha-2-macroglobulin-like
acsl5	down	acyl-CoA synthetase long-chain family member 5
akr1a1a	down	aldo-keto reductase family 1, member A1a (aldehyde reductase)
ambpl	down	alpha-1-microglobulin/bikunin precursor, like
ampd1	down	adenosine monophosphate deaminase 1 (isoform M)
apom	down	NA
barx1	down	BarH-like homeobox 1
bhlhe23	down	basic helix-loop-helix family, member e23
calrl2	down	calreticulin, like 2
cfh	down	complement factor H
col10a1	down	collagen, type X, alpha 1
crx	down	cone-rod homeobox
cyp2aa3v1	down	NA
cyp4v8	down	cytochrome P450, family 4, subfamily V, polypeptide 8
elavl4	down	ELAV (embryonic lethal, abnormal vision, Drosophila)-like 4 (Hu antigen D)
f7	down	coagulation factor VII
f7i	down	coagulation factor VIIi
fabp10a	down	fatty acid binding protein 10a, liver basic
gnb3a	down	NA
habp2	down	hyaluronan binding protein 2
hmga1b	down	high mobility group AT-hook 1b
hmp19	down	HMP19 protein
hpda	down	4-hydroxyphenylpyruvate dioxygenase a
klf11a	down	Kruppel-like factor 11a
krml2	down	NA
lhx9	down	LIM homeobox 9
lipf	down	lipase, gastric
lmo3	down	LIM domain only 3
LOC561143	down	NA
LOC796447	down	NA
mab21l1	down	mab-21-like 1
matn1	down	matrilin 1
msrb2	down	methionine sulfoxide reductase B2
ndrg1b	down	NA
neurod	down	neurogenic differentiation
neurod6a	down	neurogenic differentiation 6a
neurod6b	down	neurogenic differentiation 6b
nfixb	down	nuclear factor I/Xb
nr0b2a	down	nuclear receptor subfamily 0, group B, member 2a
nr2e3	down	nuclear receptor subfamily 2, group E, member 3
otx2	down	orthodenticle homolog 2
otx5	down	orthodenticle homolog 5
oxct1b	down	3-oxoacid CoA transferase 1b
pbx3b	down	pre-B-cell leukemia transcription factor 3b
pcdh1g22	down	protocadherin 1 gamma 22
pcdh1g26	down	protocadherin 1 gamma 26
pcdh8	down	protocadherin 8
pde6g	down	phosphodiesterase 6G, cGMP-specific, rod, gamma
pmepa1	down	prostate transmembrane protein, androgen induced 1
pygl	down	phosphorylase, glycogen; liver (Hers disease, glycogen storage disease type VI)
rbp2a	down	retinol binding protein 2a, cellular
rgs5a	down	regulator of G-protein signaling 5a
samd7	down	NA
sardh	down	sarcosine dehydrogenase
sema3d	down	semaphorin 3d
sept4a	down	septin 4a
serpinc1	down	serine (or cysteine) proteinase inhibitor, clade C (antithrombin), member 1
serpinf1	down	serine (or cysteine) peptidase inhibitor, clade F, member 1
sfrp2	down	secreted frizzled-related protein 2
sh3bgrl2	down	SH3 domain binding glutamic acid-rich protein like 2
si:ch211-102c2.6	down	NA
si:ch211-284e20.8	down	si:ch211-284e20.8
si:dkey-22i16.3	down	NA
si:dkey-39n1.2	down	NA
si:dkey-52k20.7	down	si:dkey-52k20.7
si:dkeyp-86e4.1	down	NA
six7	down	sine oculis homeobox homolog 7
si:xx-by187g17.1	down	NA
slc13a2	down	solute carrier family 13 (sodium-dependent dicarboxylate transporter), member 2
slc17a5	down	solute carrier family 17 (anion/sugar transporter), member 5
slc25a36a	down	solute carrier family 25, member 36a
spon2b	down	spondin 2b, extracellular matrix protein
tfap2b	down	transcription factor AP-2 beta
tuba2	down	tubulin, alpha 2
uox	down	urate oxidase
vasa	down	vasa homolog
vgll4	down	vestigial like 4 (Drosophila)
vmhc	down	ventricular myosin heavy chain
vsx1	down	visual system homeobox 1 homolog, chx10-like
vtna	down	vitronectin a
vtnb	down	vitronectin b
zfpm2b	down	zinc finger protein, multitype 2b
zgc:103710	down	zgc:103710
zgc:158288	down	NA
zgc:158291	down	zgc:158291
zgc:162825	down	zgc:162825
zgc:194131	down	zgc:194131
zgc:77439	down	zgc:77439
zgc:92411	down	zgc:92411

## Discussion

### An Overview of Our Work

In this study, we provided a transcriptome profile of the zebrafish model of DBA, in which the DBA gene RPS19 is knocked-down by MO, for genome-wide analysis using the RNA-Seq technique. We determined differentially expressed genes with statistical significance and enriched pathways and networks by these genes among RPS19 MO, RPS19+p53 MO and control embryos, and we identified p53-dependent and p53-independent genes and pathways by comparing each pair of the three samples. Our data illustrate that not only p53 is the key factor contributing to the significant abnormalities of RPS19-deficient embryos but also some other important factors and pathways participate in regulating the abnormal phenotypes of RPS19-deficient embryos.

### The Reliability of RNA-Seq Data

These samples were sequenced using the Illumina Hi-Seq 2000 Genome Analyzer platform with paired-end 100 base-pair tags to a depth of 35–60 million reads, which is sufficient sequence coverage for transcriptome profiling [14]. We mapped these reads to the zebrafish genome assembly version 2010 (Zv9) using TopHat. Approximately 17–25 million reads could be mapped to the genome, which represents 40%–46% of all of the generated reads. Thus, we believe that the whole genome RNA-Seq data of RPS19-deficient zebrafish transcriptome is of high quality and the genome-wide effects of p53 in RPS19-deficient embryos is reasonable and of scientific significance. It should be noted that the sorted erythrocytes could be a better source for RNA-seq sinc DBA is a red cell disease. However, we could not have enough amount of RNA from blood cells for RNA-seq at the time of experiment. It will be interesting to revisit this when single cell RNA-seq technology is available that are currently being developed.

### The Effects of RPS19 MO and RPS19+p53 MO on Zebrafish Embryos

Zebrafish response to RPS19 deficiency has many features resembling DBA, including impaired ribosome biogenesis, increased apoptosis, developmental abnormalities, and defective hematopoiesis [8]. With the results of the mapping, we finished the gene annotation and differential expression analysis using Cufflinks. 

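By the fold change alone, 1975 genes were down-regulated and 350 up-regulated in RPS19 MO compared with the control, 5.64 down-regulated genes for each up-regulated one. The ratio was 5.89 among genes whose confidence bounds did not overlap, and 4.85 with FPKM above 5 in at least 1 library. The median log2 ratio of genes with FPKM above 1 in both libraries was −0.33 for RPS19 MO and −0.14 for RPS19+p53 MO. After the libraries were rescaled to the same median, 1030 genes were down-regulated and 813 up-regulated in RPS19 MO, a ratio of 1.27.

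**Figure D4:**
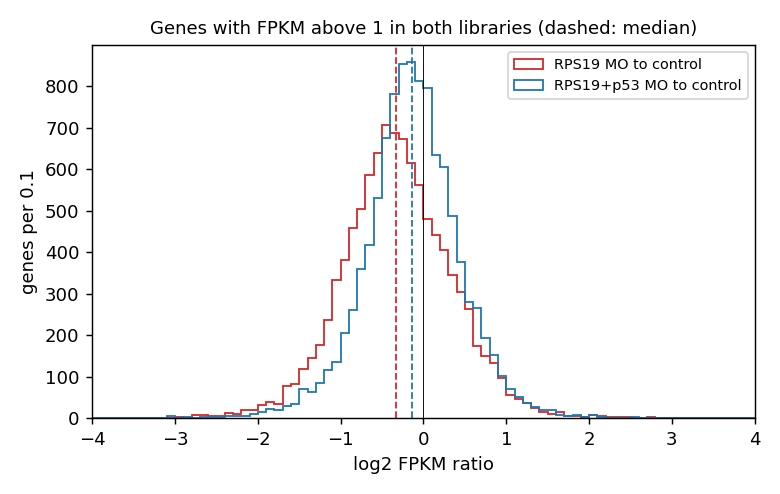
Number of genes per 0.1 of log2 FPKM ratio (y axis) against the log2 FPKM ratio to the control (x axis) for RPS19 MO and RPS19+p53 MO, over genes with FPKM above 1 in both libraries compared. Dashed lines are medians, at −0.33 for RPS19 MO and −0.14 for RPS19+p53 MO, and the black line marks 0.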

For a comparison of the transcriptome of RPS19 MO and control embryos, we observed that the number of down-regulated genes is much more than that of the up-regulated genes in RPS19 MO. This result suggests that in RPS19-deficient embryos, more genes have been inhibited and cannot function properly. IPA provides us more information about gene ontology clusters, enriched pathways and networks of these differentially expressed genes. We found that these genes are mainly associated with cell death, developmental disorder, skeletal and muscular disorders, hematological system development and function, nervous system development and function, and tissue morphology. These results are in agreement with previous studies on ribosomal protein defects and the phenotype of RPS19-deficient zebrafish in this study [8], [15]. Overall, our results indicate that, as a ubiquitous protein, ribosomal protein RPS19 deficiency has very strong effects on zebrafish, and many core factors and pathways are involved in the abnormalities.

The p53 pathway is a key pathway in ribosomal protein defect embryos, with additional roles in regulating other signaling molecules. p53 is always transcriptionally up-regulated when ribosomal protein suffers haplo-insufficiency [5], [6], [16], [17]. However, it is still unclear why the mutations in the ubiquitously expressed RPS19 gene specifically affect erythropoiesis, and whether the transcriptome could return to its original state after p53 knockdown in RPS19-deficient embryos. To clarify the influence of the co-inhibition of p53 in RPS19-deficient embryos, we used RPS19 control Mo, Rps19 Mo, and Rps19 Mo+P53 Mo three groups for the comparative studies. We deduced the effects of p53 MO alone by comparing Rps19 Mo+P53 Mo with Rps19 Mo since we used the same dosage of Rps19 Mo. Our O-staining results showed that the phenotype of Rps19 Mo we obtained in the study can be rescued by the P53 and RPS19 double knockdown, confirming the effectiveness of the P53 Mo knockdown. This indicates that our current study and analysis method do not affect the robustness of the conclusions we made. We observed from the heatmap, which is the clustering of the transcriptome of the three samples, that there is a large difference among the profiles of these samples. Compared with RPS19 MO, the distance between RPS19+p53 MO and the control is smaller, suggesting that, after p53 knockdown, the abnormalities of RPS19-deficient embryos have not been retrieved completely but instead have been alleviated partially. 

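On FPKM values, the distance 1 − r to the control was 0.0438 for RPS19+p53 MO and 0.0554 for RPS19 MO, over 11384 genes. The 95% bootstrap interval of the difference over genes ran from −0.0036 to 0.0293 and included 0. On row z-scores of log2(FPKM + 1), the difference was 0.0962 and its interval excluded 0. Spearman's correlation with the control was 0.955 for RPS19+p53 MO and 0.946 for RPS19 MO. The intervals come from genes within single libraries and hold no variation between pools of embryos. The paper reasons from the smaller distance that p53 knockdown alleviates the abnormalities in part.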

Additionally, the number of differentially expressed genes for RPS19+p53 versus the control is much smaller, and the down-regulated genes are still the majority. 

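Compared with the control, 1377 genes differed more than 2-fold in RPS19+p53 MO and 2325 in RPS19 MO. The down-regulated genes numbered 953 of the 1377 in RPS19+p53 MO, 2.25 for each up-regulated gene. Up-regulated genes were 424 in RPS19+p53 MO and 350 in RPS19 MO. With confidence bounds that did not overlap, the totals were 252 and 551, and up-regulated genes were 66 and 80. After median rescaling, RPS19+p53 MO had 739 down-regulated and 600 up-regulated genes, a ratio of 1.23, and RPS19 MO had 1030 and 813.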

IPA analysis demonstrated that the differentially expressed genes are mainly associated with functions of hematological system development and function, cell cycle, cellular development, cellular growth and proliferation, lipid metabolism, molecular transport, and small molecule biochemistry. These results suggest that these functions, regulated by some other important factors, could not rescued by the inhibition of p53 in RPS19-deficienct embryos.

### Less Alleviation Effect of p53 on Hematological Defects

To further study the alleviation effects of p53 on hematological defects caused by RPS19 deficiency, we screened all the genes that are associated with hematopoiesis in the database (The Gene Ontology), and performed matching analysis. We found that, in the differentially expressed genes between RPS19 MO and RPS19+p53 MO, only one gene associated with hematopoiesis was up-regulated in RPS19+p53 MO (fold-change>2.0, p-value<0.05). We supposed that this gene was alleviated by p53 MO.While in RPS19-deficient embryos there are more abnormally down-regulated genes, that are not rescued by p53 MO (Table S4 in Tables S1).This observation indicates that p53 knockdown could not completely rescue the developmental and functional defects of the hematological system in RPS19-deficiency zebrafish. This is expected since hematopoiesis is governed by multiple genes and some of them are not fully controlled by p53. Both our hemoglobin staining observation and RNA-Seq data analysis support the notion that the hematopoiesis is not fully functional in RPS19+p53 MO.

### p53-dependent and -independent Genes and Pathways

In this study we developed a strategy to determine the p53-dependent and -independent genes and pathways from the information on the transcriptome using RNA-Seq data of RPS19 MO, RPS19+p53 MO and the control. Our data shows that the number of p53-independent genes and pathways is significantly more than the number of p53-dependent genes and pathways. 

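By the fold change alone, 977 genes had the p53-independent pattern and 372 the p53-dependent one. With confidence bounds that did not overlap, there were 183 and 30 genes. At the cutoff of 3.29 standard errors, chosen after seeing the data, the numbers were 116 and 13. The independent pattern was the more frequent one in each case. The 2 patterns can overlap. By the fold change, 8 genes of Table 2 also changed back more than 2-fold in RPS19+p53 MO compared with RPS19 MO. The paper holds that the larger number of p53-independent genes and pathways fits its hypothesis that p53 does not control many of them.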

This result is in agreement with our hypothesis that many genes and pathways are outside the control of p53. The up-regulated genes link to the functions of structural molecule activity, the extracellular region, response to stress, the intracellular region and more. At the same time, down-regulated genes are associated with the regulation of metabolic processes, the regulation of transcription, sequence-specific DNA binding transcription factor activity and more.

### Conclusions

In conclusion, our study provides an outline of the transcript changes in the zebrafish model of DBA. We can conclude from this study that DBA is a systemic and complex disease due to ribosomal protein defects. DBA causes certain downstream phenotypes, including dysfunction of basic biological and physiological process such as transcription, translation, cellular metabolism, and pathways and networks related to many other disorders. The p53 network is one of the primary pathways in DBA disease. Meanwhile, there are many other p53-independent factors and pathways playing important roles in ribosomal protein defect. Our work has laid foundation in zebrafish DBA model and it will be interesting to see the clinical relevance of zebrafish DBA model in comparison with human DBA data.

## Materials and Methods

### Zebrafish Care

Breeding wild-type zebrafish (Danio rerio) (AB type) were maintained, and embryos were raised under standard library conditions [18]. Zebrafish embryos were kept in a 28.5°C incubator, and the stages (hours post-fertilization) in this study were as described [19]. All of the studies using zebrafish were approved by the Animal Care and Use Committee of Huazhong University of science and technology.

### Microinjection of Morpholino RNA

The rps19 Morpholino (5-CACTGTTACACCACCTGGCATCTTG-3), P53 Morpholino (5- GCGCCATTGCTTTGCAAGAATTG-3), and RPS19 control MO (5-CACTcTTAgACgCACCTGcCATgTTG-3) were obtained from Gene-Tools, LLC. Zebrafish embryos at the one-cell stage were injected with the MOs using a Microinjector (WPI SYS-PV830). Based on the literature and our initial injection trials, 2 ng MO and control Mo was chosen as the optimal concentration. Injected embryos were grown at 28.5°C and were observed under a microscope. The effectiveness of translation inhibition by RPS19 MO (2 ng/embryo) was used by examining *in vivo* the rps19:egfp green fluorescent fusion protein under fluorescence microscopy. We found that at this dosage of 2 ng/embryo, most of the GFP expression was knocked-down.

### Hemoglobin Staining

Hemoglobin in zebrafish embryos was analyzed using o-dianisidine (Sigma) as described [20]. Low-power images were collected using an Olympus microscope with a digital camera (OLYMPUS IX71). Images were imported into Adobe Photoshop CS2 9.0.2 for orientation and figure preparation. O-dianisidine staining results confirmed the effectiveness of the morpholino knockdown while the embryo morphology looks normal.

### RNA Preparation

Immediately after harvesting, 40∼50 pooled embryos at 48 hpf from different experiment replicates were snap-frozen in liquid nitrogen and stored at −80°C. Total RNA was extracted from the pooled embryos using TRIzol (Invitrogen) according to the manufacturer’s instructions. RNA concentrations were determined using NanoDrop 2000 (Thermo Scientific). The integrity of RNA samples was determined using 1.2% Agarose gel electrophoresis, followed by removal of the residual genomic DNA with RNase-free DNaseI (Ambion).

### Library Preparation and Sequencing

mRNA libraries were constructed using the Illumina mRNA-Seq library preparation kit according to the manufacturer’s instructions. The concentration and size distribution of the libraries were determined on an Agilent Bioanalyzer DNA 2000 chip (Agilent Technologies) followed by sequencing on the Illumina Hiseq 2000 Genome Analyser platform in pair-end mode by a 100 bp length. A total of 35–60 million reads were collected for further analysis.

### RNA-Seq Data Analysis

Reads were processed and aligned to the UCSC zebrafish reference genome (build Zv9/danRer7, Jul. 2010) using TopHat (version 1.3.3) [21]. TopHat incorporates the Bowtie v0.12.7 algorithm to perform the alignment. Briefly, TopHat initially removes a portion of reads based on quality information accompanying each read, and maps the qualified reads to the reference genome. The reference index was built using Bowtie with a fasta file for the whole genome of zebrafish downloaded from UCSC (http://genome.ucsc.edu/). The parameters were set by default, but the number of threads to align the reads was set to 6. The aligned read files processed by TopHat were used by Cufflinks (version 1.2.1) software for further analysis, including assembling transcripts, estimating their abundances, and testing for differential expression and regulation in RNA-Seq samples [22]. To calculate gene expression intensity, the read counts were normalized to fragments per kilobase of transcript per million mapped reads (FPKM) according to the gene length and the total mapped reads [23]. Confidence intervals for FPKM estimates were calculated using a Bayesian inference method [24]. Once all of the short read sequences were assembled with Cufflinks, the output.GTF files were sent to Cuffcompare along with a reference.GTF annotation file downloaded from UCSC. This process classified each transcript as known or novel. Cuffcompare produces a combined.GTF file that is passed to Cuffdiff along with the original alignment (.BAM) files produced by TopHat. Cuffdiff then re-estimates the abundance of transcripts listed in the.GTF file using alignments from the.BAM file, and concurrently tests for differential expression. The expression testing is performed at the level of transcripts, primary transcripts and genes [25].

### Cluster Analysis

Average linkage hierarchical clustering of gene expression intensity was performed in this study. The distance (

) between genes and samples was measured by the Pearson correlation coefficient (

), which is 

. The Pearson correlation coefficient is calculated through
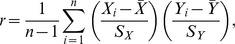
where 
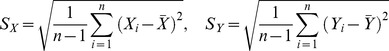
 and n is the count of samples, *X_i_* and *Y_i_* are observed values of the two variables, and 

 and 

 are mean values of the two variables. Computation and visualization were achieved using the heatmap plus package in R. Genes with FPKM greater than 1 in at least one of the 6 samples were chosen to perform cluster analysis.

### IPA Analysis

Gene interaction networks and signal pathways were generated using Ingenuity Pathway Analysis software (http://www.ingenuity.com/). IPA is biological data analysis software from Ingenuity® Systems; it analyzes data from a variety of experimental platforms and provides accurate biological insight into the interactions between genes, proteins, chemicals, pathways, cellular phenotypes, and disease processes.

The differentially expressed genes processed by Cuffdiff and screened with our criteria (fold change>2, p-Value<0.05, we set the p-value to 0.05, which means that the error of discovery of our differential expression genes is 0.05 for statistical significance. It is a meaningful measurement similar to FDR and routinely used in such studies.) Genes identified to be significant were then submitted to IPA for biological function, canonical pathway, and interaction network analysis. Because the current edition of IPA cannot accept and identify the gene ID of zebrafish yet, we must match these differentially expressed genes of zebrafish to their homologs of human genes. The homolog genes database that we used was HomoloGene, which was downloaded from NCBI. After converting to human homolog genes, we submitted these homologs to IPA. IPA identified a set of genes that are enriched for a specific function or pathway, and the enrichment is represented as a ratio. To find the significance of the enrichment in a specific function, IPA calculates the significance value based on the measure of involvement of the gene in the input data set to their respective molecular function/signaling pathways [26]. The significance of the networks is calculated using Fisher’s exact test, and the p-value is the executed negative logarithmic transformation.

### Quantitative PCR (qPCR)

2 µg total RNA was used for reverse transcription with TransScript First-strand cDNA Synthesis SuperMix (TransGen). cDNA was then diluted 1∶5 with RNase free H_2_O and 2 µL of this cDNA was used in the qPCR reaction. Quantitative PCR (qPCR) was performed using GoTaq® qPCR Master Mix (Promega) on an Applied Biosystems 7900 Real-Time PCR System (ABI 7900). The data were normalized against zebrafish β-actin. The sequences of the primers used for qPCR are given in Table S7 in Tables S1.

### Whole Mount in situ Hybridization

For in situ hybridization, the following genes were used as probes: nrp1a, alas2, tagln and fzd5. cDNAs were amplified by RT-PCR and the products were cloned into pTA2 vector (TOYOBO). The sequences of the primers used for probe are given in Table S8 in Tables S1. Antisense probes were synthesized using T7 RNA polymerases (Promega) and labeled with DIG RNA labeling Mix (Roche). Embryos at 48 hpf were fixed in 4% PFA/PBS overnight at 4°C, dehydrated in 100% methanol and stored at −20°C before use. Rehydrated embryos were prehybridized for 3 h at 65°C followed by overnight hybridization with DIG-labeled probes. After washing, embryos were incubated with 2% blocking solution, followed by incubation with anti-Digoxlgenin-Ap (Roche), 1∶4000 in blocking solution. After extensive washing, samples are visualized by incubating with NBT/BCIP AP stock solution (Roche) in AP buffer. Photographs were taken by using a stereo fluorescence microscope (OLYMPUS SZX2-ILLB).

### Data Access

The raw sequence data can be accessed from the Gene Expression Omnibus, accession number is GSE45699 (available upon request or online when paper get accepted), and all of the genomic resources generated in this study are provided as Supplementary Files.

## Supporting Information

Figure S1 **RPS19 is not required for HSC formation and RPS19 knockdown embryos have normal number of gata1-positive cells.** (A–C) The expression of cmyb (black arrow) was comparable in RPS19 morphants and RPS19 and P53 double morphants at 48 hpf. (D–F) The expression of runx1 was comparable in RPS19 morphants and RPS19 and P53 double morphants at 48 hpf. (G–I) The expression of gata1 was comparable in RPS19 morphants and RPS19 and P53 double morphants at 24 hpf. A–I is lateral view.
(JPG) Click here for additional data file.

Figure S2 **Real-time PCR results of the mt2, fzd5, hsp70l, klf11a, srf1 and fn1b.**
(TIF) Click here for additional data file.

Figure S3 **The in situ results of fzd5, alas2, nrp1a and tagln in zebrafish embryos at 48hpf.** (A–C) The expression of fzd5 (black arrow) in control, RPS19 morphants and RPS19 and P53 double morphants at 48 hpf. (D–F) The expression of alas2 (black arrow) in control, RPS19 morphants and RPS19 and P53 double morphants at 48 hpf. (G–I) The expression of nrp1a (black arrow) in control, RPS19 morphants and RPS19 and P53 double morphants at 48 hpf. (J–L) The expression of tagln (black arrow) in control, RPS19 morphants and RPS19 and P53 double morphants at 48 hpf. A-L is lateral view.
(TIF) Click here for additional data file.

Tables S1 **File includes Tables S1-S8.**
(DOC) Click here for additional data file.

## References

[1] GazdaHT, SieffCA (2006) Recent insights into the pathogenesis of Diamond-Blackfan anaemia. Br J Haematol 135: 149–157.1694258610.1111/j.1365-2141.2006.06268.x

[2] DianzaniI, LoreniF (2008) Diamond-Blackfan anemia: a ribosomal puzzle. Haematologica 93: 1601–1604.1897829510.3324/haematol.2008.000513

[3] DuanJ, BaQ, WangZ, HaoM, LiX, et al (2011) Knockdown of ribosomal protein S7 causes developmental abnormalities via p53 dependent and independent pathways in zebrafish. Int J Biochem Cell Biol 43: 1218–1227.2155041910.1016/j.biocel.2011.04.015

[4] GomezG, LeeJH, VeldmanMB, LuJ, XiaoX, et al (2012) Identification of vascular and hematopoietic genes downstream of etsrp by deep sequencing in zebrafish. PLoS One 7: e31658.2243886510.1371/journal.pone.0031658PMC3306315

[5] Taylor AM, Humphries JM, White RM, Murphey RD, Burns CE, et al.. (2012) Hematopoietic defects in rps29 mutant zebrafish depend upon p53 activation. Exp Hematol 40: 228–237 e225.10.1016/j.exphem.2011.11.007PMC331038522120640

[6] DanilovaN, SakamotoKM, LinS (2011) Ribosomal protein L11 mutation in zebrafish leads to haematopoietic and metabolic defects. Br J Haematol 152: 217–228.2111466410.1111/j.1365-2141.2010.08396.xPMC3457809

[7] ToriharaH, UechiT, ChakrabortyA, ShinyaM, SakaiN, et al (2011) Erythropoiesis failure due to RPS19 deficiency is independent of an activated Tp53 response in a zebrafish model of Diamond-Blackfan anaemia. Br J Haematol 152: 648–654.2122325310.1111/j.1365-2141.2010.08535.x

[8] DanilovaN, SakamotoKM, LinS (2008) Ribosomal protein S19 deficiency in zebrafish leads to developmental abnormalities and defective erythropoiesis through activation of p53 protein family. Blood 112: 5228–5237.1851565610.1182/blood-2008-01-132290

[9] ZhangY, DucACE, RaoSY, SunXL, BilbeeAN, et al (2013) Control of Hematopoietic Stem Cell Emergence by Antagonistic Functions of Ribosomal Protein Para logs. Developmental Cell 24: 411–425.2344947310.1016/j.devcel.2013.01.018PMC3586312

[10] PoulainM, OberEA (2011) Interplay between Wnt2 and Wnt2bb controls multiple steps of early foregut-derived organ development. Development 138: 3557–3568.2177180910.1242/dev.055921PMC3143568

[11] BurnsCJ, ZhangJM, BrownEC, Van BibberAM, Van EsJ, et al (2008) Investigation of Frizzled-5 during embryonic neural development in mouse. Developmental Dynamics 237: 1614–1626.1848900310.1002/dvdy.21565PMC2562763

[12] MendtM, CardierJE (2012) Stromal-Derived Factor-1 and Its Receptor, CXCR4, Are Constitutively Expressed by Mouse Liver Sinusoidal Endothelial Cells: Implications for the Regulation of Hematopoietic Cell Migration to the Liver During Extramedullary Hematopoiesis. Stem Cells and Development 21: 2142–2151.2212189210.1089/scd.2011.0565PMC3411357

[13] LuisTC, GhazviniM, NaberBAE, de HaasEFE, van DongenJJM, et al (2010) Canonical Wnt Signaling Regulates Hematopoiesis in a Dosage-Dependent Fashion. Experimental Hematology 38: S95–S95.10.1016/j.stem.2011.07.01721982234

[14] SultanM, SchulzMH, RichardH, MagenA, KlingenhoffA, et al (2008) A global view of gene activity and alternative splicing by deep sequencing of the human transcriptome. Science 321: 956–960.1859974110.1126/science.1160342

[15] UechiT, NakajimaY, ChakrabortyA, ToriharaH, HigaS, et al (2008) Deficiency of ribosomal protein S19 during early embryogenesis leads to reduction of erythrocytes in a zebrafish model of Diamond-Blackfan anemia. Hum Mol Genet 17: 3204–3211.1865374810.1093/hmg/ddn216

[16] ChakrabortyA, UechiT, HigaS, ToriharaH, KenmochiN (2009) Loss of ribosomal protein L11 affects zebrafish embryonic development through a p53-dependent apoptotic response. PLoS One 4: e4152.1912991410.1371/journal.pone.0004152PMC2612748

[17] DuttS, NarlaA, LinK, MullallyA, AbayasekaraN, et al (2011) Haploinsufficiency for ribosomal protein genes causes selective activation of p53 in human erythroid progenitor cells. Blood 117: 2567–2576.2106843710.1182/blood-2010-07-295238PMC3062351

[18] WesterfieldM, DoerryE, DouglasS (1999) Zebrafish in the Net. Trends Genet 15: 248–249.1035458610.1016/s0168-9525(99)01741-2

[19] KimmelCB, BallardWW, KimmelSR, UllmannB, SchillingTF (1995) Stages of embryonic development of the zebrafish. Dev Dyn 203: 253–310.858942710.1002/aja.1002030302

[20] DetrichHW (1995) Intraembryonic hematopoietic cell migration during vertebrate development. Proc Natl Acad Sci U S A 92: 10713–10717.747987010.1073/pnas.92.23.10713PMC40682

[21] TrapnellC, WilliamsBA, PerteaG, MortazaviA, KwanG, et al (2010) Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol 28: 511–515.2043646410.1038/nbt.1621PMC3146043

[22] RobertsA, TrapnellC, DonagheyJ, RinnJL, PachterL (2011) Improving RNA-Seq expression estimates by correcting for fragment bias. Genome Biol 12: R22.2141097310.1186/gb-2011-12-3-r22PMC3129672

[23] TrapnellC, WilliamsBA, PerteaG, MortazaviA, KwanG, et al (2010) Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nature Biotechnology 28: 511–U174.10.1038/nbt.1621PMC314604320436464

[24] JiangH, WongWH (2009) Statistical inferences for isoform expression in RNA-Seq. Bioinformatics 25: 1026–1032.1924438710.1093/bioinformatics/btp113PMC2666817

[25] Twine NA, Janitz K, Wilkins MR, Janitz M (2011) Whole Transcriptome Sequencing Reveals Gene Expression and Splicing Differences in Brain Regions Affected by Alzheimer’s Disease. PLoS One 6.10.1371/journal.pone.0016266PMC302500621283692

[26] Hegde A, Qiu NC, Qiu XH, Ho SHK, Tay KQY, et al.. (2008) Genomewide Expression Analysis in Zebrafish mind bomb Alleles with Pancreas Defects of Different Severity Identifies Putative Notch Responsive Genes. PLoS One 3.10.1371/journal.pone.0001479PMC219545318213387

# Supplementary material for: Transcriptome Analysis of the Zebrafish Model of Diamond-Blackfan Anemia from RPS19 Deficiency via p53-Dependent and -Independent Pathways
**Source:** PLoS One. 2013 Aug 19;8(8):e71782. doi: 10.1371/journal.pone.0071782
**Supplement:** Tables S1 — File includes Tables S1-S8.

**Table S1 Summary of mapping results**

|  | Control | | RPS19 MO | | RPS19+p53 MO | |
| --- | --- | --- | --- | --- | --- | --- |
|  | Left | Right | Left | Right | Left | Right |
| Total reads | 19,909,797 | 19,909,797 | 29,429,804 | 29,429,804 | 20,378,171 | 20,378,171 |
| Reads filtered out by TopHat | 102,356 | 64,572 | 112,731 | 51,195 | 67,873 | 24,762 |
| Reads processed | 19,807,441 | 19,845,225 | 29,317,073 | 29,378,609 | 20,310,298 | 20,353,409 |
| Total mapped reads | 8,733,521 | 8,313,768 | 12,471,036 | 11,807,556 | 9,422,397 | 9,084,900 |
| Mapping percent | 44.09% | 41.89% | 42.54% | 40.19% | 46.39% | 44.64% |

**Table S2 List of pathways that are enriched by differentially expressed genes in RPS19 MO (p-value<0.05)**

| Ingenuity Canonical Pathways | p-value | Molecules |
| --- | --- | --- |
| Coagulation System | 1.45E-05 | PLG, SERPINC1, F9, A2M, SERPINF2, F2 |
| Acute Phase Response Signaling | 5.63E-05 | PLG, ITIH3, ITIH4, AMBP, SERPINF1, RBP2, CP, A2M, SERPINF2, F2, CRABP1 |
| LXR/RXR Activation | 5.89E-04 | APOE, APOA4, ITIH4, VTN, AMBP, SERPINF1, CLU, SERPINF2 |
| Intrinsic Prothrombin Activation Pathway | 7.41E-04 | SERPINC1, F9, COL10A1, F2 |
| Taurine and Hypotaurine Metabolism | 9.33E-04 | GAD2, GAD1(includes EG:100006588), CSAD |
| Butanoate Metabolism | 1.74E-03 | GAD2, GAD1(includes EG:100006588), OXCT1, DCXR, ELOVL6 |
| Maturity Onset Diabetes of Young (MODY) Signaling | 2.95E-03 | NEUROD1, ALDOB, INS |
| GABA Receptor Signaling | 6.03E-03 | DNM1, GAD2, GAD1(includes EG:100006588), SLC6A1 |
| Phototransduction Pathway | 8.51E-03 | PDE6G, GNB3, RHO, OPN1LW |
| FXR/RXR Activation | 9.77E-03 | APOE, NR0B2, INS, FBP1, VLDLR |
| Pentose Phosphate Pathway | 0.010 | ALDOB, RGN, FBP1 |
| Complement System | 0.013 | C8B, CFH, C8A |
| Aryl Hydrocarbon Receptor Signaling | 0.017 | CCNE2, HSP90B1, NR0B2, NFIA, DHFR, CYP1B1 |
| Alanine and Aspartate Metabolism | 0.018 | GAD2, PC, GAD1(includes EG:100006588) |
| Clathrin-mediated Endocytosis Signaling | 0.023 | DNM1, APOE, APOA4, AMPH, INS, CLU, F2 |
| Extrinsic Prothrombin Activation Pathway | 0.025 | SERPINC1, F2 |
| Glyoxylate and Dicarboxylate Metabolism | 0.028 | HAO2, HOGA1 |
| Fructose and Mannose Metabolism | 0.029 | SORD, ALDOB, FBP1 |
| Endoplasmic Reticulum Stress Pathway | 0.031 | DNAJC3, HSPA5 |
| Histidine Metabolism | 0.031 | FTCD, UROC1, ELOVL6 |
| Aldosterone Signaling in Epithelial Cells | 0.034 | HSP90B1, HSPA1A/HSPA1B, PDIA3, DNAJC3, DNAJB1, HSPA5 |
| One Carbon Pool by Folate | 0.035 | FTCD, DHFR |
| Lipid Antigen Presentation by CD1 | 0.035 | CALR, PDIA3 |
| Wnt/β-catenin Signaling | 0.044 | SOX4, SFRP2, SOX1, FZD5, SFRP1, TCF7L2 |
| Huntington's Disease Signaling | 0.049 | NEUROD1, DNM1, GNB3, HSPA1A/HSPA1B, CAPN2, DNAJB1, HSPA5 |

**Table S3 List of pathways that are enriched by differentially expressed genes in RPS19+p53 MO (p-value<0.05)**

| Ingenuity Canonical Pathways | p-value | Molecules |
| --- | --- | --- |
| LXR/RXR Activation | 3.47E-05 | APOA4, VTN, AMBP, SERPINF1, AGT, CETP |
| Acute Phase Response Signaling | 2.00E-04 | AMBP, SERPINF1, RBP2, SERPINE1, A2M, AGT |
| Coagulation System | 7.41E-04 | SERPINC1, SERPINE1, A2M |
| Glycine, Serine and Threonine Metabolism | 5.50E-03 | SARDH, GNMT, ALAS2 |
| Intrinsic Prothrombin Activation Pathway | 8.32E-03 | SERPINC1, COL10A1 |
| Huntington's Disease Signaling | 0.023 | NEUROD1, TGM2, GNB3, CAPN2 |
| Phototransduction Pathway | 0.029 | PDE6G, GNB3 |
| Aryl Hydrocarbon Receptor Signaling | 0.031 | TGM2, NR0B2, HSPB7 |
| Hepatic Fibrosis / Hepatic Stellate Cell Activation | 0.033 | MYH7, A2M, AGT |

**Table S4 List of the differential expression of hematopoietic genes**

| Category | Gene symbol | log2(fold change) |
| --- | --- | --- |
| Up-regulated in RPS19 MO (vs. Control) | / | / |
| Down-regulated in RPS19 MO (vs. Control) | bmper | -1.57 |
| fzd5 | -1.75 |
| nrp1a | -1.07 |
| sema3d | -2.22 |
| tbx1 | -1.73 |
| Up-regulated in RPS19+p53 MO (vs. Control) | / | / |
| Down-regulated in RPS19+p53 MO (vs. Control) | agxt2l1 | -1.52 |
| alas2 | -1.83 |
| sema3d | -1.94 |
| Up-regulated in RPS19+p53 MO (vs. RPS19 MO) | fzd5 | 2.07 |
| Down-regulated in RPS19+p53 MO (vs. RPS19 MO) | / | / |

**Table S5 List of p53-dependent pathways**

| Pathways | Regulation |
| --- | --- |
| Leukocyte Extravasation Signaling | up |
| Aldosterone Signaling in Epithelial Cells | down |
| Androgen Signaling | down |
| Basal Cell Carcinoma Signaling | down |
| Colorectal Cancer Metastasis Signaling | down |
| DNA Double-Strand Break Repair by Homologous Recombination | down |
| eNOS Signaling | down |
| Factors Promoting Cardiogenesis in Vertebrates | down |
| Glioblastoma Multiforme Signaling | down |
| Glucocorticoid Receptor Signaling | down |
| Human Embryonic Stem Cell Pluripotency | down |
| Huntington's Disease Signaling | down |
| Mouse Embryonic Stem Cell Pluripotency | down |
| NRF2-mediated Oxidative Stress Response | down |
| Ovarian Cancer Signaling | down |
| Protein Ubiquitination Pathway | down |
| Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis | down |
| Role of Osteoblasts, Osteoclasts and Chondrocytes in Rheumatoid Arthritis | down |
| Role of Wnt/GSK-3β Signaling in the Pathogenesis of Influenza | down |
| Wnt/β-catenin Signaling | down |

**Table S6 List of p53-independent pathways**

**Table S7 List of qPCR primers used in this study**

| Gene | Forward sequence | Reverse sequence |
| --- | --- | --- |
| β-actin | 5′-ATTGCTGACAGGATGCAGAAG-3' | 5′-GATGGTCCAGACTCATCGTACTC-3' |
| mt2 | 5′-AGACTGGAACTTGCAACTGTGGT-3′ | 5′-CAGCTGGAGCCACAGGAATT-3′ |
| fzd5 | 5'-GGTGACCAGCAGCACATTCTCT-3' | 5'-CCAAGCCGCAAGGTGGAAGTAT-3' |
| Hsp70l | 5'-TCATCAAGCGCAACACAACC-3' | 5′-GGATTCTGACTGACAGACGATG -3′ |
| bmper | 5'-AACTCACCACCATCGCAGGACT-3' | 5'-TCGCCGCTGACCGTTGTAGT-3' |
| sema3d | 5'-CCACCTCCACACCAGCAGTACA-3' | 5'-GACACGAGACAGCACGCTCTTG-3' |
| tbx1 | 5'-TTACCGCCGTCACAGCCTATCA-3' | 5'-CCAGTCCTCGGGATCACAGTCT-3' |
| cyp24a1 | 5'-GTCGGACATCTTCCATAACG-3' | 5'-GGCACGGACGGTGAAACTC-3' |
| fn1b  optc  klf11a  srf1 | 5’-GACACGACCACACGACACTG-3’  5’-AGCATGAGGAGGTTGAGACAGT-3’  5’-CCACCTCGGACTCCTGTGATTC-3’  5’-GATACACGACCTTCAGCAAGA-3’ | 5’-CAACGCTCCGCAACAGGTT-3’  5’-ACAGCAGGTGGAGGAGTGAG-3’  5’-TGAGAACCGCTGTGCCTGAA-3’  5’-TTCACTGGCAACCAAGAGTAA |
|  |  |  |

**Table S8 List of probe primers used in this study**

| Gene | Forward sequence | Reverse sequence |
| --- | --- | --- |
| nrp1a | 5’-GAGTCTTCTGCCGATACG-3’ | 5’-GTCCACCTTATATTCCTTCAC-3’ |
| alas2 | 5’-GGACCACACCTACCGTAT-3’ | 5’-CTCACAACCTGGAAGCATT-3’ |
| tagln | 5’-GCAGGATAAGATCGAGCAGAAG-3’ | 5’CCTCCTTCATCTGATCGTCTGA-3’ |
| fzd5 | 5’-GGTGACCAGCAGCACATTCTCT-3’ | 5’-CCAAGCCGCAAGGTGGAAGTAT-3‘ |

How the deposited data were processed for this re-analysis (not part of the article)

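RNA was sequenced from zebrafish embryos at 48 hpf injected with a control morpholino, with RPS19 MO, or with RPS19 MO and p53 MO. Each condition was 1 library from 40 to 50 pooled embryos. The conditions were taken from the sample labels and the paper. The paper gives the morpholino dose as 2 ng, and the labels as 2 to 5 ng.

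The authors aligned the reads to Zv9 (danRer7) with TopHat and Bowtie and deposited, for each of 14417 genes, the FPKM estimated by Cufflinks in each library, with a lower and an upper confidence bound, a status and a genomic locus. The authors normalized FPKM for transcript length and for the mapped fragments of each library. Cufflinks divides reads that fit several overlapping or similar genes between them, which can move FPKM from one gene to another. Of the 14417 gene rows, 1436 share their locus with another gene, and there are 13439 distinct loci. The files hold no counts and no p-values. They came without a genome annotation and none was used, so exon structure, transcript length and GC content were not examined. Coordinates are the loci of the files.

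Depth is known only from the read numbers of Table S1, with 17047289 mapped reads in the control, 24278592 in RPS19 MO and 18507297 in RPS19+p53 MO, both mates counted. The confidence bounds lie symmetrically around the FPKM, and the distance to the upper bound was taken as 2 SD. The standard error of a log2 ratio followed from the SDs of the libraries compared by the delta method. It measures the uncertainty of the estimate within a library and not the variation between pools of embryos. A gene with FPKM 0 has bounds of 0 and no standard error.

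Ratios of FPKM were computed without a pseudocount. A gene was counted as changed when the ratio was above 2 in either direction and FPKM was above 1 in at least 1 of the 2 libraries; a gene with FPKM 0 in 1 of them counted as changed. The p53-dependent and p53-independent patterns followed the scheme of Fig. 7 with the same rule. Distances between libraries were 1 minus Pearson's r over genes with FPKM above 1 in at least 1 library, with 95% bootstrap intervals over genes from 1000 resamples. Gene sets were listed before the processed files arrived. Their mean change in log2(FPKM + 1) was compared with 100000 random sets of the same size in a permutation test across genes, with Benjamini-Hochberg adjustment over 33 tests. No test between conditions was possible with 1 library each.

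The alternatives were no FPKM filter, FPKM above 5, pseudocounts of 1 and 0.1, libraries rescaled to the same median log2 ratio over genes with FPKM above 1 in all 3 libraries, a fold change beyond 3 robust SDs (1.4826 × MAD) of genes in the same of 20 bins of mean expression, confidence bounds that do not overlap, other scalings and correlations for the distances, and random sets matched on mean expression in 10 strata. Cutoffs of 1.96 and 3.29 standard errors, and the sum of FPKM over gene models of the same locus, were added after seeing the data. A gene with FPKM 0 in 1 library passed those cutoffs when its bounds in the 2 libraries did not overlap.

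Genes named in the text are those the paper names, those of Tables 1, 2 and S4, the human symbols of Tables S2 and S3 and the network nodes matched to zebrafish symbols with or without a final a or b, and, for each comparison, the 5 up-regulated and 5 down-regulated genes with the largest change in log2(FPKM + 1) among genes with FPKM of at least 10 in at least 1 library. Genes at the same locus as a named gene, and the ribosomal protein genes, were added after seeing the data.

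The scripts were tested on simulated data with 200 genes changed 4-fold. The main setting recovered 100% of them and called 0 unchanged genes. The simulated noise was smaller than the confidence bounds of the data and held no variation between pools. Only genes of higher FPKM were changed. The simulation therefore checks the code and does not measure how many false calls the data hold. Of sets of genes with no shift, 6.5% had a permutation p-value under 0.05. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.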

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

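The 5 up-regulated and 5 down-regulated genes with the largest change per comparison include 3 genes that the paper does not name, that have a lower confidence bound above 0 in the library where they are higher, and whose bounds do not overlap between the libraries compared. They were flagged because they lie outside the genes the paper discusses. The gene rpph1 rose in RPS19 MO compared with the control, by 3.58 on the scale of log2(FPKM + 1), with FPKM 3.8 in the control, 56.5 in RPS19 MO and 32.8 in RPS19+p53 MO. The gene lepa rose in RPS19+p53 MO compared with the control by 3.06, with FPKM 0.96 in the control, 12.86 in RPS19 MO and 15.38 in RPS19+p53 MO. A gene on chromosome 4 from 5649595 to 5657443 with only a clone name changed between RPS19 MO and RPS19+p53 MO by −2.12, with FPKM 43.2 in the control, 91.5 in RPS19 MO and 20.4 in RPS19+p53 MO.

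A technical source weighed for all 3 is the assignment of reads of one locus to another gene model. None shares its locus with another gene model in the files (0 of the 3 genes), which speaks against reads of one locus assigned to another gene model. That prediction was made only after the changes had been seen. For rpph1, an RNA without a poly(A) tail, a further candidate source is a carry-over of RNA without a poly(A) tail that differed between libraries. It could not be tested, because 0 small RNA genes other than those among the largest changes had FPKM above 1. The short length of rpph1 is another candidate. Genes with FPKM of at least 10 and a locus under 300 bp had a median absolute log2 ratio 1.58 times that of the other genes, but only 6 genes were that short (permutation test, p = 0.11), and the locus of rpph1 spans 306 bp. The change of rpph1 cannot be told apart from these technical sources. For lepa and the gene on chromosome 4 the effect of the knockdown cannot be told apart from a difference between pools of embryos, since each condition has 1 library, and no biological explanation was tested.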

How the results depend on the processing

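The alternatives were set before the processed files arrived, apart from the cutoffs of 1.96 and 3.29 standard errors and the sum over gene models of a locus. The share of genes that remained changed, the ratio of down-regulated to up-regulated genes, and the alternatives for single genes outside Table S4 were also added after seeing the data. Of 288 alternative values of the main results, 181 stayed within the limit set for their kind of result, 107 went beyond it and 0 reversed direction. For counts the limit was 1.5 times the main value. A count within it could still differ, such as 1550 down-regulated genes in RPS19 MO at 1.96 standard errors against 1975. RPS19 MO was farther from the control than from RPS19+p53 MO, and RPS19+p53 MO farther from the control than from RPS19 MO, under every alternative. All 12 genes of Table 1 kept the fold change of the scheme with pseudocount 1 and after median rescaling, and so did at least 109 of the 110 genes of Table 2. With gene models of the same locus summed, 11 and 102 did. The 8 genes of Table 2 that also changed back by more than 2-fold became 0 with pseudocount 1 and 6 after median rescaling. No gene symbol occurs in more than 1 row, so summing rows of the same symbol leaves every value as it is and was not run as a separate setting.

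The counts depended most on the setting. They are given as up-regulated and down-regulated genes for RPS19 MO against the control, RPS19+p53 MO against the control, and RPS19+p53 MO against RPS19 MO, then for the patterns. The main setting gave 350 and 1975, 424 and 953, and 534 and 121 genes, with 49 and 323 p53-dependent and 203 and 774 p53-independent genes. Without an FPKM filter there were 790 and 2791, 898 and 1612, and 1245 and 558 genes, with 239 and 786 p53-dependent and 474 and 1219 p53-independent genes. FPKM above 5 gave 223 and 1082, 218 and 504, and 158 and 58 genes, with 27 and 87 p53-dependent and 116 and 418 p53-independent genes. With pseudocount 1 there were 225 and 1073, 227 and 530, and 158 and 68 genes, with 29 and 86 p53-dependent and 121 and 406 p53-independent genes. These settings change how many genes of low FPKM enter. Median rescaling gave 813 and 1030, 600 and 739, and 310 and 192 genes, with 84 and 163 p53-dependent and 377 and 509 p53-independent genes. It removes the median log2 ratio of −0.33 of RPS19 MO to the control, which moves down-regulated genes below the cutoff and up-regulated genes above it. The expression-matched spread gave 149 and 179, 141 and 169, and 106 and 97 genes, with 29 and 29 p53-dependent and 73 and 94 p53-independent genes, since it also measures each gene from the median of genes of similar expression. Confidence bounds that do not overlap left 80 and 471, 66 and 186, and 37 and 26 genes, with 9 and 21 p53-dependent and 37 and 146 p53-independent genes. Of the cutoffs chosen after seeing the data, 1.96 standard errors gave 246 and 1550, 231 and 645, and 233 and 58 genes, with 23 and 142 p53-dependent and 127 and 526 p53-independent genes, and 3.29 standard errors 51 and 319, 37 and 119, and 20 and 14 genes, with 1 and 12 p53-dependent and 22 and 94 p53-independent genes. Summing the gene models of a locus kept every count within 1.5 times the main one. Down-regulated genes per up-regulated gene in RPS19 MO against the control numbered 5.64, and 3.53 without a filter, 1.27 after median rescaling and 1.20 with the expression-matched spread. For RPS19+p53 MO against the control the ratio of 2.25 became 1.23 after median rescaling and 1.20 with the expression-matched spread.

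The share of genes changed in RPS19 MO that moved back was 85.6%. It was 78.8% without an FPKM filter, 87.0% with FPKM above 5, 81.6% after median rescaling, 76.5% with the expression-matched spread, 87.3% with bounds that do not overlap and 88.1% with 1.96 standard errors. The share that remained changed in RPS19+p53 MO was 42.5%. It was 47.3% without an FPKM filter, 48.8% after median rescaling, 82.0% with the expression-matched spread, 74.0% with bounds that do not overlap, 44.8% with 1.96 and 79.2% with 3.29 standard errors. The distance of RPS19 MO from the control exceeded that of RPS19+p53 MO by 0.0116 on FPKM, with an interval that includes 0. The interval excluded 0 on log2(FPKM + 1) (0.0058), log2(FPKM + 0.1) (0.0056), row z-scores (0.0962) and with Spearman's correlation (0.0087), all of which give abundant genes less weight. With FPKM above 5, 6896 genes were expressed in RPS19 MO and 6627 in all 3 libraries. Of 27 alternative log2 ratios of the genes of Table S4, only that of nrp1a moved by more than its standard error, to −0.74 after median rescaling.

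Of 99 alternatives for the gene sets, 6 lost an adjusted permutation p-value under 0.05 and 5 gained one. With pseudocount 0.1, the sets that lost it were cell cycle in RPS19+p53 MO against the control (−0.41) and against RPS19 MO (0.40), and endoplasmic reticulum chaperones (0.53) and pancreas (0.70) in RPS19+p53 MO against RPS19 MO. The last also lost it with matched random sets (0.49) and without a filter (0.31). Globins and heme synthesis gained it in RPS19 MO (−0.56) and RPS19+p53 MO (−0.41) against the control, with matched random sets and without a filter. Other heat shock genes gained it in RPS19+p53 MO against RPS19 MO (0.27) with matched random sets. Of 21 alternatives for the overlaps of expressed genes, 11 moved, and of 9 for the share of genes selected in RPS19+p53 MO that lay on the control side in RPS19 MO, 5 moved. Of 168 for single genes outside Table S4, 3 moved and 3 changed sign after median rescaling, all 3 between RPS19+p53 MO and RPS19 MO and close to 0: fn1b (−0.055), tagln (−0.16) and tgm2b (−0.13).

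The confidence bounds limit single genes. Their median half-width was near 46% of the FPKM, and of 2325 genes past 2-fold in RPS19 MO, 1796 were past 1.96 standard errors. With 1 library per condition, no alternative can show how far pools of the same condition would differ.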

Differences from the paper's values

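All counts of changed genes by the fold change alone were more than 1.5 times those of the paper, whose criterion also includes a p-value that the files do not hold. In RPS19 MO compared with the control, 350 up-regulated genes stand against the paper's 47 and 1975 down-regulated genes against the paper's 312. None of the alternatives set before the files arrived came within 1.5 times of either. The closest were 80 up-regulated and 471 down-regulated genes, with confidence bounds that do not overlap. In RPS19+p53 MO compared with the control, 424 up-regulated genes stand against the paper's 34, and no such alternative closed the gap. For down-regulated genes, 953 stand against the paper's 113, and the expression-matched spread, with 169, was within 1.5 times of it while the other alternatives set before were not. In RPS19+p53 MO compared with RPS19 MO, 534 up-regulated genes stand against the paper's 17 and 121 down-regulated genes against the paper's 11, with no such alternative closing either gap.

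For the p53-dependent pattern, 49 up-regulated genes stand against the paper's 1 and 323 down-regulated genes against the paper's 11, and no alternative set before the files arrived closed either gap. For the p53-independent pattern, 203 up-regulated genes stand against the paper's 21, with none closing the gap. For 774 down-regulated genes against the paper's 89, the expression-matched spread, with 94, was within 1.5 times and the others were not.

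The cutoff of 3.29 standard errors together with the fold change was within 1.5 times of all 10 of the paper's counts. It was chosen after seeing the values, from the distances of the genes of Tables 1 and 2 from 0. It gave 51 up-regulated and 319 down-regulated genes in RPS19 MO compared with the control, 37 and 119 in RPS19+p53 MO compared with the control, and 20 and 14 in RPS19+p53 MO compared with RPS19 MO. The patterns held 1 up-regulated and 12 down-regulated p53-dependent genes and 22 up-regulated and 94 down-regulated p53-independent genes. The cutoff of 1.96 standard errors, also chosen after seeing the values, was within 1.5 times of none of them.

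In Fig. 2A, the totals per sample are those of genes with FPKM above 0 in the files, but as read from the figure, the regions of the control and of RPS19+p53 MO appear to stand in each other's place. In the files, 127 genes had FPKM above 0 only in the control and 120 only in RPS19+p53 MO, the reverse of the figure. Likewise 133 genes were shared by the control and RPS19 MO only and 170 by RPS19 MO and RPS19+p53 MO only, again exchanged in the figure.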

Other observations

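Gene sets written before the processed files arrived were compared with random sets of genes. In RPS19 MO compared with the control, the mean log2 ratio of FPKM + 1 was −1.60 for 21 liver genes (lower in 21 of 21), −1.51 for 19 genes of photoreceptors and retina (lower in 18), −1.29 for 16 endoplasmic reticulum chaperones (lower in 14) and 0.67 for 17 genes of muscle and SRF targets (higher in 11). Random sets averaged −0.29. The adjusted permutation p-value was 5.5e-05 for each, the smallest that the permutations and the adjustment gave. In RPS19+p53 MO compared with the control, the means of the same sets were −1.35, −1.04, −0.78 and 0.50. Between the knockdown libraries, the liver set shifted by 0.24 (adjusted permutation p-value 0.39) and the chaperones by 0.50 (0.012 in the same permutation test). Cell cycle genes were lower in RPS19 MO in 22 of 22 genes, with a mean of −0.78 (adjusted permutation p-value 0.0016), and early hematopoietic regulators in 11 of 12 genes, with a mean of −0.76 (0.024 in the same permutation test). The 10 lens crystallins (−0.03, lower in 5, adjusted permutation p-value 0.26) were not separated from random sets. For the 16 globin and heme genes (−0.56, lower in 14) the result depended on the setting, with an adjusted permutation p-value of 0.12, 0.020 with random sets matched on expression, 0.045 without an FPKM filter and 0.40 with pseudocount 0.1. Genes of a set are not independent replicates, and each value compares single libraries.

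A hypothesis set before the files arrived was a p53 response in RPS19 MO that the p53 morpholino lowers. The mean log2 ratio of 12 p53 targets in RPS19 MO compared with the control was −0.10 (higher in 4 of 12 genes, adjusted permutation p-value 0.36), and in RPS19+p53 MO compared with RPS19 MO it was 0.13 (0.8 in the same permutation test). Random sets averaged −0.29 and 0.17 in these comparisons, and the p53 targets were not separated from them. The count of higher genes is taken against 0 and not against the random sets. No such response was visible at the level of this set, but a response in some of its 12 genes is not excluded. FPKM of mdm2 was 52.5 in the control, 76.7 in RPS19 MO and 69.9 in RPS19+p53 MO.

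Of the genes changed in RPS19 MO, 85.6% moved back in RPS19+p53 MO. Regression to the mean would give a similar share when the roles of the libraries are exchanged, and that share was 52.7%, a difference of more than 10 percentage points. The prediction was written before the shares were computed. The shares were 88.9% and 40.8% for down-regulated genes, but 67.1% and 79.2% for up-regulated genes. The library median also differs, and after rescaling the shares were 81.6% and 58.3%. For up-regulated genes they were then 82.4% and 60.7%, and only this setting made the first share the higher one. For down-regulated genes the first share was higher with and without rescaling. Regression to the mean alone is therefore an unlikely source of the whole difference for down-regulated genes. For up-regulated genes the test does not decide, because its direction depended on the rescaling. With 1 library per condition, a difference between pools of embryos remains possible.

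The heat shock genes of Table 1 were far lower in RPS19 MO than in both other libraries, with a log2 ratio to the control of −6.09 for hsp70l. A candidate explanation is a heat shock response that differed between the embryo pools, in which case other heat shock genes would be lower in RPS19 MO too. The mean log2 ratio of 15 heat shock genes outside Table 1 was −0.14 in RPS19 MO compared with the control (lower in 7 of 15 genes, adjusted permutation p-value 0.39) and 0.27 in RPS19+p53 MO compared with RPS19 MO (higher in 13 of 15, 0.34 in the same permutation test). With random sets matched on mean expression, these adjusted permutation p-values were 0.60 and 0.024, so the rise between the knockdown libraries depended on the setting. The prediction, written before the result, asked for a shift in both comparisons, and other heat shock genes were not separated from random sets in RPS19 MO compared with the control. A difference in heat shock response between the knockdown pools is not excluded. The test also does not rule out a stress confined to the few most inducible genes, and reads shared between hsp70 and the neighbouring gene of Table 1 were not examined.

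More genes were down-regulated than up-regulated in RPS19 MO. After median rescaling the ratio of down-regulated to up-regulated genes fell from 5.64 to 1.27. Library composition, with a few abundant genes taking a larger share of the FPKM total, would give such a fall. Rescaling removes the median shift by construction, so the fall is no test of composition. The 20 most abundant genes held 25.3% of the total in RPS19 MO and 22.1% in the control. That rise is small beside the median log2 ratio of −0.33, so these 20 genes alone do not account for the shift. The prediction of a lower ratio after rescaling was made after the medians had been seen. Rescaling would equally remove a true fall in most mRNAs, and FPKM cannot separate the 2 readings. Gene length was tested as another explanation, with the length of the locus in place of that of the transcript. Across 9414 genes, Spearman's rho between locus length and log2 ratio was −0.13, below the limit of 0.2 set before the value was computed. Locus length thus explains little of the difference between genes. Transcript length was not examined, and a correlation across genes does not test the shift of the median.

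FPKM of mal fell from 13.5 in the control to 0 in RPS19 MO and was 11.4 in RPS19+p53 MO. Another gene model has the same locus in the files, chromosome 17 from 21932805 to 21936556, and its FPKM was 0 in the control, 9.6 in RPS19 MO and 0.000270 in RPS19+p53 MO. Reads of one locus assigned to another gene model may explain the change of mal, since the summed FPKM of the locus changed by a log2 ratio of only −0.49. The prediction was written after both values had been seen. Of the genes in Table 2, 17 also share a locus. With the gene models of each locus summed, 8 of them were no longer past 2-fold in both knockdown libraries, 6 of these already in RPS19 MO. The summed log2 ratio in RPS19 MO was −0.48 for LOC554386, −0.01 for otx5, −0.67 for LOC561143, −0.98 for lhx9 and 0.90 for srfl. How reads were divided between gene models may account for part of these changes. For LOC561143 and srfl the smaller summed ratio need not reflect such a division, since the sum moved with the gene. The sum fell from 57.23 in the control to 35.89 in RPS19 MO for LOC561143. For srfl it rose from 48.47 to 90.18. For the other 9, vmhc and krml2 among them, the sum stayed past 2-fold in both.

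The genes of Tables 1 and 2 are fewer than those past 2-fold and 1.96 standard errors. A candidate explanation is a cutoff near 3.29 standard errors behind the listed genes, the distance of a two-sided normal p of 0.001. At this cutoff, 116 genes had the p53-independent pattern, of which 110 are in Table 2, and 13 had the p53-dependent pattern, of which 12 are in Table 1. The cutoff was noticed from the distances of these same genes, and the prediction was written after the overlap had been seen, so this is a hypothesis about the tables and no independent test of it was possible. The authors' p-values are not in the files analysed here.

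FPKM of rps19 (Zv9 chromosome 16 from 26429325 to 26433878) was 4209 in the control, 1914 in RPS19 MO and 1894 in RPS19+p53 MO, a log2 ratio to the control of −1.14 (standard error 0.56) in RPS19 MO and −1.15 (standard error 0.55) in RPS19+p53 MO. Among 71 genes with symbols of ribosomal proteins, rps19 had the lowest log2 ratio in both. The other 70 had a median of 0.28 in RPS19 MO, ran from −0.41 to 0.77, and were higher than in the control in 67 genes. Library composition, with a few abundant genes taking a larger share of the FPKM total, would move all of these genes alike, and rps19 lay 1.42 below the median of the others (difference −1.42). The imprecision of the rps19 FPKM cannot be excluded, since the log2 ratio was 2.03 standard errors from 0 and the confidence bounds overlapped. Both predictions were made after the values had been seen. That the morpholino lowers the level of its target mRNA remains a hypothesis, and reads shared with other genes were not examined.

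Several of the largest changes lie in small RNA genes. In RPS19 MO, rnu11 had FPKM 33.5 against 0 in both other libraries, and in RPS19+p53 MO, mir21-2 had 99.8 and mir21-1 22.2 against 0. Imprecise FPKM of very short transcripts may be the source. Genes with a locus under 300 bp had a median absolute log2 ratio 1.58 times that of other genes, but with 6 such genes the permutation test did not separate them (p = 0.11), so the question stays open. A carry-over of RNA without a poly(A) tail that differed between libraries could not be tested, since 0 other small RNA genes had FPKM above 1. Both predictions were written after the changes had been seen.

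By in situ hybridization, the paper reports comparable expression of gata1, cmyb and runx1 in the morphants. It stained gata1 at an earlier stage than that of the libraries, and cmyb and runx1 at the same stage. In the sequencing data, FPKM of gata1a was 6.45 in the control, 2.57 in RPS19 MO and 3.88 in RPS19+p53 MO, that of cmyb 5.91 in the control, 2.28 in RPS19 MO and 4.06 in RPS19+p53 MO and that of runx1 0.19 in the control, 0.16 in RPS19 MO and 0.55 in RPS19+p53 MO. Both gata1a and cmyb were thus more than 2-fold lower in RPS19 MO than in the control, and less than 2-fold lower in RPS19+p53 MO. FPKM of runx1 was below 1 in every library. For each of the 3 genes, the confidence bounds of RPS19 MO and the control overlapped. That overlap does not show that expression of gata1a and cmyb was unchanged, and with 1 library per condition their fall could not be tested.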
